# RB depletion is required for the continuous growth of tumors initiated by loss of RB

**DOI:** 10.1371/journal.pgen.1009941

**Published:** 2021-12-08

**Authors:** Alex Doan, Julia Arand, Diana Gong, Alexandros P. Drainas, Yan Ting Shue, Myung Chang Lee, Shuyuan Zhang, David M. Walter, Andrea C. Chaikovsky, David M. Feldser, Hannes Vogel, Lukas E. Dow, Jan M. Skotheim, Julien Sage

## Abstract

The retinoblastoma (RB) tumor suppressor is functionally inactivated in a wide range of human tumors where this inactivation promotes tumorigenesis in part by allowing uncontrolled proliferation. RB has been extensively studied, but its mechanisms of action in normal and cancer cells remain only partly understood. Here, we describe a new mouse model to investigate the consequences of RB depletion and its re-activation *in vivo*. In these mice, induction of shRNA molecules targeting RB for knock-down results in the development of phenotypes similar to *Rb* knock-out mice, including the development of pituitary and thyroid tumors. Re-expression of RB leads to cell cycle arrest in cancer cells and repression of transcriptional programs driven by E2F activity. Thus, continuous RB loss is required for the maintenance of tumor phenotypes initiated by loss of RB, and this new mouse model will provide a new platform to investigate RB function *in vivo*.

## Author summary

The retinoblastoma protein (RB) is a central regulator of the cell cycle. Functional inactivation of RB leads to unchecked proliferation and is a frequent occurrence in human cancer. Experiments with pre-clinical models have clearly demonstrated that loss of RB is a strong promoter of cancer development. However, the mechanisms through which RB carries out its tumor suppressor function remain only partly understood. Here, we describe a new genetically engineered mouse model in which RB expression can be turned on or off. Using this controllable RB knock-down system, we investigated both the consequences of RB loss in normal cells and its re-expression in cancer cells. We found that long-term RB knock-down in mice leads to the development of pituitary and thyroid tumors, recapitulating previously reported phenotypes of *Rb* knockout mice, thus validating this new mouse model. Notably, re-expression of RB in pituitary tumors initiated by loss of RB was sufficient to block tumor growth, indicating that these tumors are still dependent on RB loss for their expansion.

## Introduction

Tumors arise from normal cells upon an accumulation of alterations, including genetic and epigenetic loss-of-function events affecting tumor suppressor genes and gain-of-function events affecting oncogenes. A central issue in the cancer biology field is to identify the mechanisms by which these alterations transform normal cells into cancer cells. A better understanding of these mechanisms can lead to the development of effective anti-cancer strategies (reviewed in [1,2]).

Frequent alterations in many cancer types are found in members of the so-called “RB pathway”, and this pathway has been serving as a paradigm in cancer research for several decades. Schematically, in this pathway, the retinoblastoma tumor suppressor protein (RB) controls the activity of the E2F family of transcription factors, which are themselves implicated in the transcription of genes whose products are important for cell cycle progression, especially at the G1/S transition of the cell cycle. During normal cell cycle progression, RB is phosphorylated by cyclin-dependent kinases (CDKs) associated with their cyclin partners, and these phosphorylation events release E2F from the inhibitory activity of RB, thereby allowing cells to replicate their DNA and divide. In cancer cells, RB is found to be frequently inactive, either because of direct genetic and epigenetic inactivation of the *RB* gene (also known as *RB1*) but more frequently by alterations that result in increased activity of the RB kinases Cyclin D-CDK4/6 and Cyclin E-CDK2 (reviewed in [3–6]).

How these Cyclin-CDK kinase complexes promote RB inactivation at the molecular/structural level is still not fully understood (reviewed in [7,8]), but the genetic and biochemical understanding of the RB pathway gained in the past 30 years has guided the development of inhibitors of these kinases (reviewed in [9,10]). The underlying idea is that treatment with these inhibitors will result in RB re-activation as a cell cycle inhibitor, thus inhibiting the proliferation of cancer cells. Importantly, a CDK4/6 inhibitor, palbociclib, was approved 5 years ago to treat estrogen receptor-positive (ER+) breast cancer and recent clinical studies show longer overall survival in women treated with palbociclib-fulvestrant (an anti-estrogen) compared to women treated with placebo-fulvestrant [11,12]. Other CDK4/6 inhibitors have shown similar clinical benefits [13,14] and CDK4/6 inhibitors are now being tested in other human cancer types (clinicaltrials.gov, [15,16]). However, inherent or acquired resistance to CDK4/6 inhibitors frequently occurs and a major goal of a number of current clinical and preclinical studies is to identify changes within the extended RB pathway that can lead to this resistance. While these studies have found cases of loss of RB itself or upregulation of Cyclin-CDK activity [17–20], many cases of resistance lack clear molecular basis [21].

These studies with CDK4/6 inhibitors highlight our partial understanding of the consequences of RB re-activation in cancer cells, especially in relevant *in vivo* contexts. Earlier studies on RB re-activation *in vivo* and in culture often relied on overexpression or truncated RB molecules [22–25]. More recently, re-activation of RB in a lung adenocarcinoma model driven by oncogenic K-RAS and loss of both RB and p53 was achieved using a new mouse allele in which endogenous RB expression can be genetically turned off and then back on [26]. In this context, re-expression of RB reprogrammed cancer cells towards a less aggressive state but only had a transient effect on inhibition of proliferation [18]. While the transcriptional responses to RB re-expression were not investigated in this model, activation of MAPK signaling and CDK2 were identified as mechanisms that can counter the inhibitory effects of RB re-expression on proliferation [18].

Here, we engineered a new mouse allele in which RB can be knocked-down using RNA interference (RNAi) in an inducible fashion. We found that the phenotypes of RB knock-down in this model closely resemble those of *Rb* knockout mice, thereby validating this new allele. We also show that RB re-expression in pituitary tumors initiated by loss of RB is sufficient to block cell cycle progression, indicating that continuous loss of RB in this context is required for long-term tumor growth.

## Results

### Generation of conditional Rb knock-down mice

To generate mice in which RB levels can be manipulated, we used an inducible shRNA system with a miR-E-based, doxycycline-regulated (Tet-ON), GFP-linked shRNA at the *Col1a1* locus [27,28] (**Fig 1A**). We first tested the knock-down (KD) efficiency of 13 candidate shRNAs in mouse NIH3T3 and C2C12 cells and chose sh*Rb*5, which showed the strongest reduction of RB levels (70–80% knock-down) (**S1A** and **S1B Fig** and **S1 Table**). Next, we targeted KH2 mouse embryonic stem cells (mESCs) with the inducible construct. We screened six clones for homogenous GFP expression, RB KD, and normal karyotype, and chose clone sh*Rb*5-4 to generate transgenic mice by blastocyst injections (**S1C** and **S1D Fig**). Chimeric mice were bred and experiments were performed with subsequent generations of *Rosa26*^*rtTA*^ *Col1a1*^*shRb5-4*^ animals, hereafter referred to as sh*Rb* mice. sh*Rb* mice have no obvious developmental phenotypes and are fertile.

**Fig 1:**
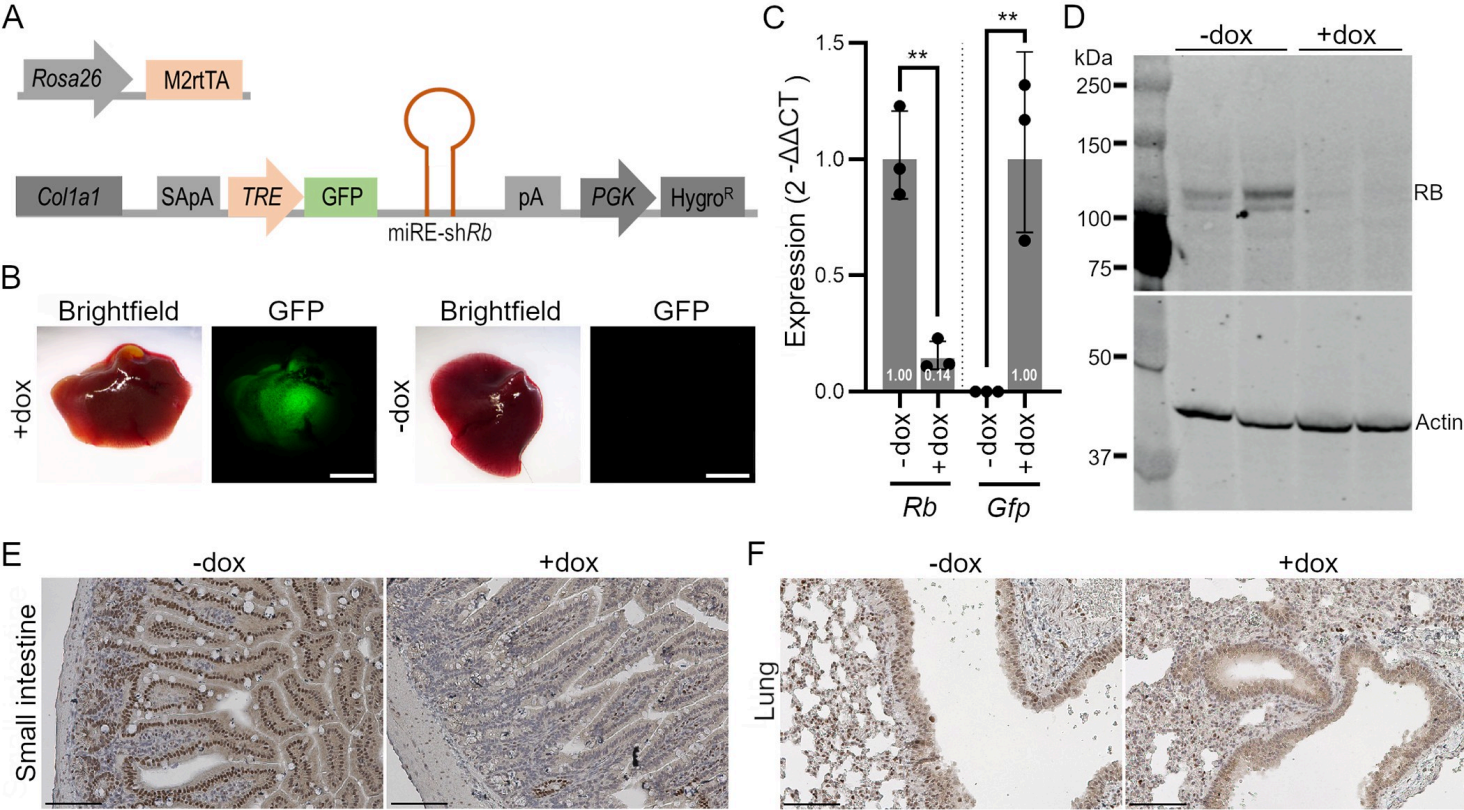
Generation of sh*Rb* mice to knock-down RB *in vivo*. **A.** Schematic representation of the transgenes used to generate sh*Rb* mice. M2-rtTA, M2 reverse tetracycline-controlled transactivator; SA, splice acceptor; pA, polyadenylation signal; TRE, tetracycline response element; GFP, green fluorescence protein; PGK, Phosphoglycerate kinase; Hygro^R^, Hygromycin resistance. **B.** Representative images of GFP fluorescent signal in livers of doxycycline (dox)-treated and control sh*Rb* mice 1.5 weeks after dox treatment (n = 2). Scale bar, 4mm. **C.** RT-qPCR analysis of *Rb* and *Gfp* in dox-treated and control livers from sh*Rb* mice 10 days after dox treatment. (n = 3 for each treatment group) (unpaired t test: **, p<0.01). **D:** Immunoblot analysis for RB from liver extracts from dox-treated (n = 2) and control sh*Rb* mice (n = 2), 4 weeks after dox treatment. Actin serves as a loading control. **E-F**: Representative immunohistochemistry images for RB in the small intestine (E) and lungs of 21 days dox-treated (+dox) and control mice (-dox). Note the loss of RB signal in the epithelial cells. Scale bar, 100μm.

We treated adult sh*Rb* mice with doxycycline (dox) in their drinking water to activate rtTA and induce the expression of shRNA molecules targeting *Rb* mRNA molecules (**Fig 1A**). Checking first for GFP expression in different tissues with fluorescence microscopy after 7 days of dox treatment, we detected GFP expression in multiple tissues, as would be expected from the broad pattern of expression of the *Rosa26* promoter driving rtTA expression; no GFP signal was observed in the absence of dox (**Figs 1B** and **S2A**). GFP expression was only weakly detected under the dissecting scope in the lungs or brain of dox-treated mice, respectively, under the same conditions (**S2B Fig**), which was reported before in the same system and is likely due to limited delivery of dox to cells (in the case of brain) or sub-optimal rtTA expression from the *Rosa26* locus (in the case of the lungs) [29,30]. Immunohistochemistry staining showed GFP expression in some cell types in the retina (**S2C Fig**). To determine the efficiency of RB KD *in vivo*, we performed RT-qPCR for both *Rb* and *Gfp* on liver tissue from mice on dox treatment for 10 days. We observed high expression of *Gfp* as well as about 85% knockdown of *Rb* relative to liver samples obtained from non-dox treated controls (**Fig 1C**). Accordingly, RB protein levels were decreased in liver tissue of 28 days dox-treated sh*Rb* mice compared to tissues of untreated control mice (**Fig 1D**). We were not able to reproducibly observe RB by immunohistochemistry staining in the liver (**S2D Fig**). However, the analysis of RB levels by immunohistochemistry in the lung and the small intestine showed consistent knock-down and only a few epithelial cells remained RB-positive after doxycycline treatment (**Fig 1E** and **1F**). Together, these experiments validate sh*Rb* mice as a new model to study the effects of controlled RB loss of function in adult mice.

### RB knock-down results in the development of pituitary and thyroid tumors

We next sought to analyze the long-term effects of RB knock-down in sh*Rb* mice. We treated young adult sh*Rb* mice (8–20 weeks of age) with constant dox (+dox) and followed their health status and survival. All sh*Rb* mice (n = 16) died within 18 to 27 weeks after starting dox treatment, while all control mice (missing either one of the two transgenes, +dox, n = 14) survived past 27 weeks (**Figs 2A**, **S3A**, and **3B**). Phenotypic differences between sh*Rb* and control mice initially became noticeable around 10–12 weeks +dox (**Fig 2B** and **2D**, and **S2 Table**). At 12–13 weeks +dox, 4/4 sh*Rb* mice had a scruffy greying hair coat as well as wrinkles of the face, and 2/4 appeared to have an outward curvature of the spine (kyphosis). sh*Rb* mice lost weight with time (**Figs 2C**, **S3C**, and **S3D**). Overall, these phenotypes were found with increasing severity and frequency in mice at 15–16 and subsequently at 18–19 weeks +dox, in addition to other findings such as alopecia and clouding of the eyes associated with cataract formation (**S4A** and **S4B Fig**). Control mice treated with dox and sh*Rb* mice without dox treatment showed none of these phenotypes. Thus, dox-associated toxicity and shRNA leakiness are unlikely in this model and the observed phenotypes of dox-treated sh*Rb* mice can be attributed to RB knockdown. Control mice for all subsequent experiments are defined as sh*Rb* mice of similar age without undergoing dox treatment. Upon dissection, we observed a decrease in adipose tissue in the subcutaneous abdominal and peri-gonadal regions as well as profound protrusion of the rib cage in sh*Rb* mice from 15–16 weeks +dox onwards (**Fig 2D**). Signs of increased organ size and inflammation were also found throughout the gastrointestinal cavity, with enlargements observed in the stomach, bowels, and spleen (**Fig 2D**). Intestinal sections did not reveal any obvious pathology upon RB knockdown, as described before in knockout mice [31] (**S4C Fig**).

**Fig 2:**
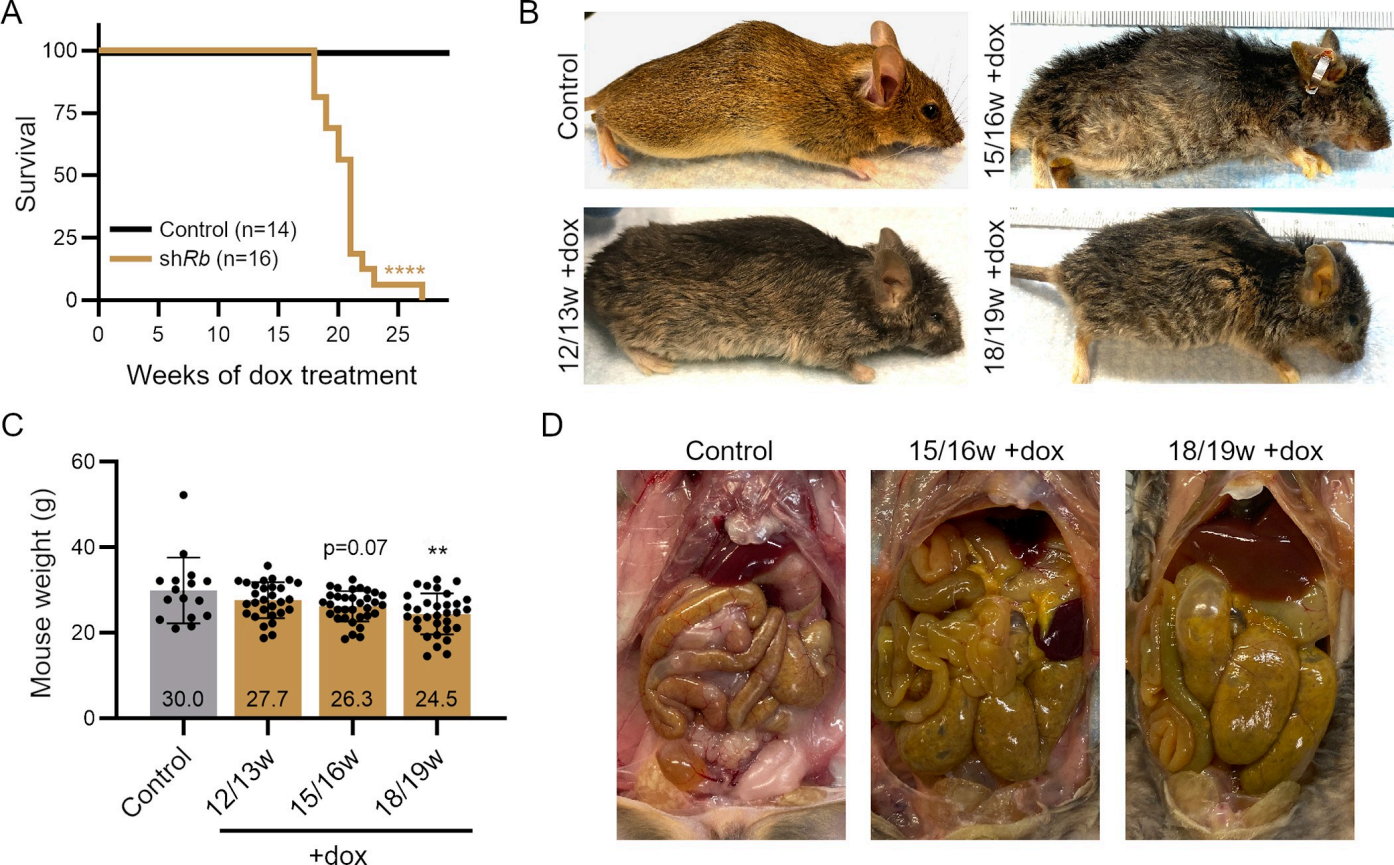
Phenotypic changes of long-term RB knockdown in sh*Rb* mice. **A.** Survival rate of sh*Rb* mice under doxycycline (dox) treatment (n = 14 Control mice, n = 16 sh*Rb* mice) (log-rank (Mantel-Cox) test: ****, p<0.0001). **B.** Representative images of sh*Rb* and control mice after 12–19 weeks (w) of dox treatment. **C.** Weights of sh*Rb* mice after different time points of dox treatment, compared to control mice (age range: 25–35 weeks) (one-way ANOVA analysis: **, p<0.01). **D.** Representative images of internal abdominal cavity in sh*Rb* mice with long term dox treatment. Note organ enlargements (bowels, stomach, and spleen) compared to control mice.

**Fig 3:**
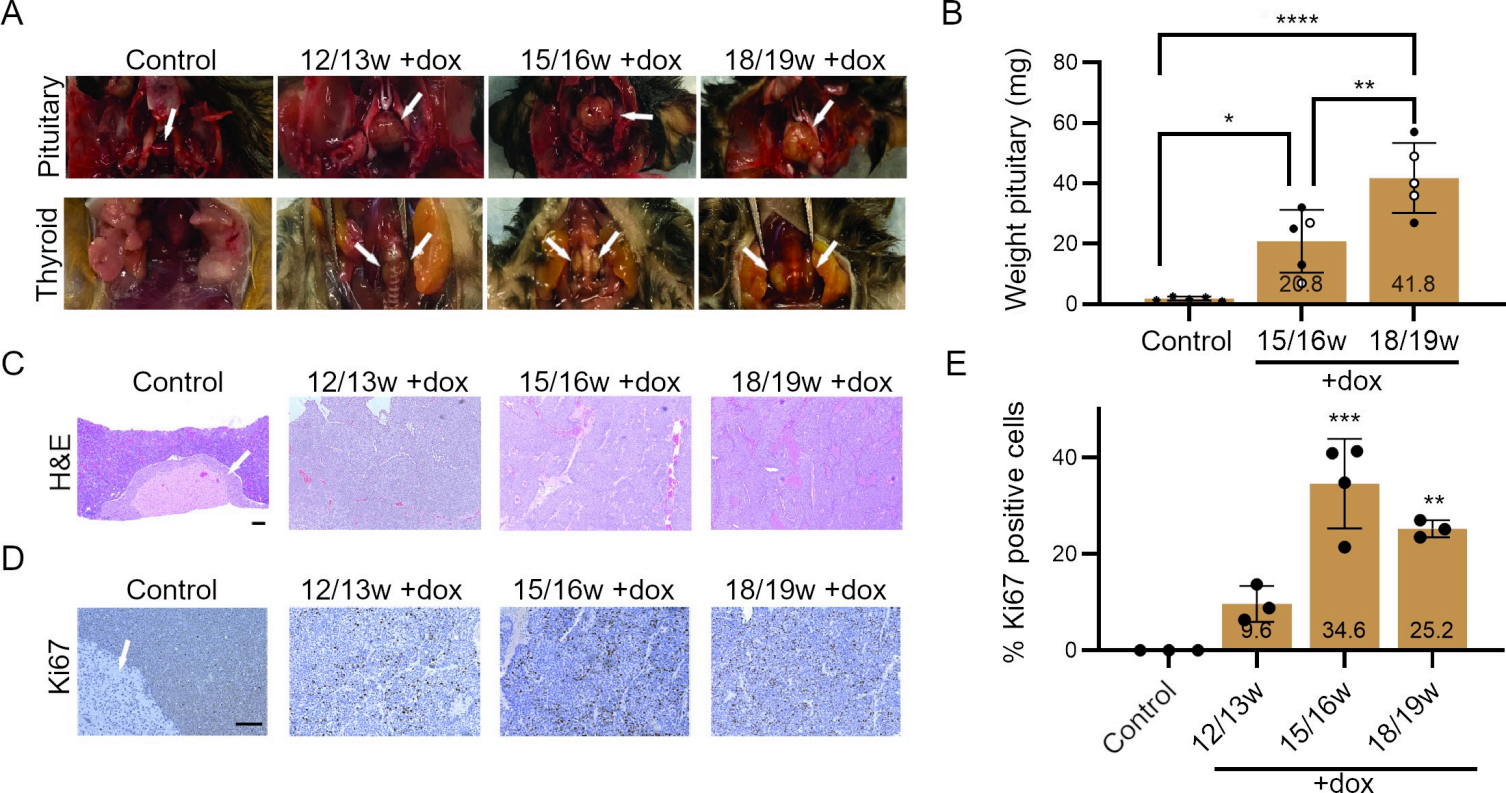
Development of pituitary and thyroid tumors in shRb mice. **A.** Representative images of pituitary and thyroid tumors in sh*Rb* mice at different time points under doxycycline (dox) treatment (w, weeks). Normal pituitary and thyroid glands are no longer distinguishable once the tumors have formed in the skull and surrounding the trachea respectively. **B.** Quantification of pituitary tumor weights at later dox treatment time points compared to control pituitary glands. (Filled circles: males; open circles: females; asterisks: sex of control mice was not determined) (one-way ANOVA analysis: *, p<0.05; **, p<0.01; ****, p<0.0001). **C.** Representative hematoxylin and eosin (H&E) images of sections from pituitary glands/tumors in control mice and in sh*Rb* mice at different time points. The intermediate part of the pituitary gland, from which tumors arise, is shown with an arrow. Scale bar, 100μm. **D.** Representative images of Ki67 immunostaining on sections from pituitary glands in control mice and tumors in sh*Rb* mice at different time points. The intermediate part of the pituitary gland, from which tumors arise, is shown with an arrow. Scale bar, 100μm. **E.** Quantification of Ki67 immunostaining as in (D). Treatment groups were compared to the control group (n = 3 for each treatment group, one way ANOVA analysis: **,p<0.01; ***, p<0.001).

These phenotypic findings induced by the long term continuous systemic loss of RB can have multiple causes, including tumor development. *Rb* KO mice have been reported to develop tumors of the pituitary and thyroid glands [32,33]. sh*Rb* mice showed the occurrence of these same tumors (**Fig 3A**). Pituitary adenomas developed with 100% occurrence in the mice by the time they reached 12–13 weeks of dox treatment, while c-cell thyroid tumors develop relatively slower (25% at 12–13 weeks +dox, 78% at 15–16 weeks +dox) but still reach full occurrence by 18–19 weeks of dox treatment. Weighing of collected pituitary tumors showed drastic mass difference between tumors and normal pituitary glands of control mice, along with a significant continued increase in size of tumors from 15–16 weeks to 18–19 weeks of dox treatment (**Fig 3B**). Histological analysis of harvested pituitary tumors at the various time points showed loss of pituitary gland structure from 12 weeks +dox and the acquisition of tumor morphology phenotypes such as increased cell count and decreased cell size (**Fig 3C**). Immunostaining for the cell cycle marker Ki67 revealed positive proliferation signal at all +dox time points within a 5–45% range and highest in samples at the 15/16w and 18/19w time points (**Fig 3D and 3E**). Thyroid tumors were not analyzed in depth but had the expected medullary thyroid cancer histology (**S5 Fig**). Thus, sh*Rb* mice have phenotypes similar to *Rb* knockout mice (summarized in **S3 Table**) and provide an alternative murine model to investigate the development and progression of pituitary and thyroid tumors initiated by loss of *Rb*.

### RB re-expression in RB-deficient cancer cells *in vivo*

One advantage of the inducible KD model over KO models is the possibility to re-express RB through temporal control of dox treatment. We next sought to determine how long it takes *in vivo* upon dox removal to observe re-expression of RB. We first chose to begin rescue experiments in cohorts of mice reaching 16–19 weeks of dox treatment, a window of time where mice show signs of morbidity and pituitary tumors are large. A previous analysis of luciferase KD and re-expression using the same inducible shRNA transgene strategy as in *shRb* mice showed increased expression of luciferase 4 days after dox removal but also that 12 days were needed for more substantial re-expression [29]. When we examined GFP expression in the liver of sh*Rb* mice after dox removal, we found that GFP levels started to decrease after 5 days and kept decreasing until 21 days (**Fig 4A**). These observations suggested that it might take at least 4–5 days to start detecting RB re-expression upon dox removal. To test this idea, we performed RNA sequencing on pituitary tumors at early 1, 3, and 5 days rescue time points. These data showed progressively decreasing *Gfp* mRNA levels, but *Rb* mRNA levels did not significantly increase at this early stage, and we also observed no changes in the levels of cell cycle genes (**Fig 4B**). 

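Pituitaries of 13 sh*Rb* mice were sequenced for this experiment. In these mice, doxycycline (dox) switches on an shRNA against *Rb* together with a GFP reporter, and removing dox switches both off. The dox-treated group held 3 mice after 16 weeks on dox (16w +dox). The rescue groups held 4 mice 1 day after dox removal (1d -dox), 3 mice after 3 days (3d -dox) and 3 mice after 5 days (5d -dox). By the sample labels, the 16w +dox and 3d -dox mice were male and the 1d -dox and 5d -dox mice were female, so that time off dox and sex cannot be separated in the 1d and 5d comparisons. The labels give 16 weeks on dox for the dox-treated group, where the paper gives a window of weeks that begins at 16. The labels describe libraries depleted of ribosomal RNA, where the paper's methods speak of mRNA library preparation.

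The authors mapped the reads to mm10 with STAR. For each listed gene and mouse they deposited a signal that their size factors had already scaled to the unit FPM of DESeq2. Of the listed genes with a known position, 1 lies on chromosome X and 0 on Y. The sex labels of these mice were therefore not examined from expression. All 182143 values of this table were whole multiples of the value of 1 read in their library, so the reads behind each value could be recovered. Reads on genes numbered 10483790 to 11196078 per mouse at 16w +dox (median 11179922), 9573101 to 12205841 at 1d -dox (median 10824488), 11592874 to 13036900 at 3d -dox (median 11807626) and 10228327 to 11245401 at 5d -dox (median 11193089). Another 68.8% to 75% of each library sat in 4 lines that name no gene (unmapped, multimapping, ambiguous and no feature), which were left out. These lines count toward the scaling, so FPM here are not on the scale of the long-term samples. *Pomc* alone took 4.96% to 17.9% of the reads on genes.

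Each gene was tested as log2(FPM + 0.5) with limma over the 13 mice together, and each rescue time point was compared with 16w +dox. Fold changes are on this log2 scale, which understates the change of genes with few reads. Of 14007 genes, 13958 had at least 10 reads in more than 50% of the mice of one group and were tested. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. In simulated reads with 200 changed genes among 13710, the test called 198 of the changed genes and 5 others. All changes set there were well over the minimum for a call, and the least expressed genes were left unchanged. This recovery therefore does not show how well changes near the minimum are found. The 15 pairs of replicate mice all differed by more than the sampling noise (chi-square per degree of freedom 4.01 to 37.6), so each mouse was counted as 1 replicate.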

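*Gfp*, listed as GFP in the table and absent from the mouse genome, measured 1247 ± 192 FPM (SD, n = 3) at 16w +dox, 606 ± 199 (n = 4) at 1d -dox, 122 ± 46.0 (n = 3) at 3d -dox and 11.7 ± 3.08 (n = 3) at 5d -dox. Between 332 and 54504 reads per mouse stood behind these values. At 3d -dox the log2 fold change against 16w +dox was -3.41 (standard error 0.31, adjusted p = 3.34e-04 from limma with Benjamini-Hochberg adjustment), and at 5d -dox it was -6.69 (standard error 0.31, adjusted p = 3.77e-08 from the same test). A comparison of 3 mice with 3 cannot go below an exact permutation p of 0.1, which both time points reached. At 1d -dox the log2 fold change was -1.11 (standard error 0.29), and each of the 4 mice was below each 16w +dox mouse (exact two-sided permutation test, p = 0.0286, the smallest that these numbers of mice allow). Across all genes this change was not past the threshold (adjusted p = 0.129 from limma, and 0.0583 from DESeq2 on the recovered reads). Replicate 2 had 310.0 FPM at 1d -dox beside 670.4 to 741.0 in the other 3 mice, and without it the log2 fold change of GFP was -0.81.

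*Rb*, listed as Rb1, measured 4.19 ± 0.709 FPM (SD, n = 3) at 16w +dox, 4.46 ± 1.07 (n = 4) at 1d -dox, 5.01 ± 0.911 (n = 3) at 3d -dox and 5.12 ± 0.239 (n = 3) at 5d -dox, from 123 to 293 reads per mouse. Its log2 fold change against 16w +dox was 0.069 (standard error 0.16, adjusted p = 0.896 from limma) at 1d -dox, 0.23 (standard error 0.17, adjusted p = 0.532) at 3d -dox and 0.27 (standard error 0.17, adjusted p = 0.525) at 5d -dox. None of these changes was past the threshold, although each 5d -dox mouse (4.92 to 5.38 FPM) was above each 16w +dox mouse (3.47 to 4.89 FPM). Whether a rise of this size could be detected at this depth and number of mice was not tested. The direction at 1d -dox rested on single mice, since the log2 fold change of Rb1 was -0.071 without 1d -dox replicate 3 and -0.046 without 16w +dox replicate 2 (Rb1 log2 fold change, 1d -dox against 16w +dox).

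**Figure D1:**
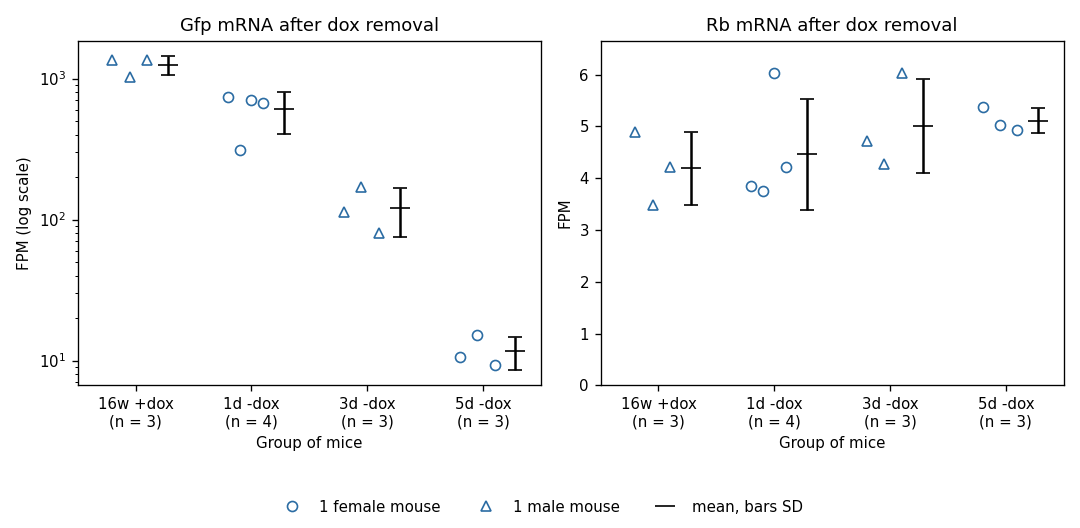
FPM of *Gfp* (left, log scale) and *Rb* (right, linear scale from 0) in each mouse by group, with circles for females, triangles for males, and the mean with SD bars beside each group. *Gfp* falls from 1025 to 1360 FPM in the 16w +dox mice to 9.34 to 15.2 FPM in the 5d -dox mice. All *Rb* values lie between 3.47 and 6.03 FPM. Those at 5d -dox (4.92 to 5.38 FPM) lie above those at 16w +dox (3.47 to 4.89 FPM).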

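The cell cycle genes that the paper shows for these time points, *Ccne2*, *Pcna*, *Mcm3*, *Cdk1* and *E2f8*, had log2 fold changes from 0.0092 (*Pcna* at 3d -dox) to 0.50 (*E2f8* at 1d -dox), and the smallest adjusted p was 0.25 (*Pcna* at 1d -dox, limma). Single mice decided some directions at 3d -dox. Without 16w +dox replicate 2, Ccne2 was at -0.16 and Pcna at -0.12. Without 3d -dox replicate 3, Pcna was at -0.068 and Cdk1 at -0.016 (Pcna log2 fold change, 3d -dox against 16w +dox). Without 3d -dox replicate 1, Ccne2 was at -0.026 (Ccne2 log2 fold change, 3d -dox against 16w +dox).

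A wider list of cell cycle genes was made of the S and G2/M phase genes of the Seurat package, with human symbols written in mouse case. Of its 97 genes, 94 were tested. Their median log2 fold change was 0.21 at 1d -dox (81 genes above 0 and 13 below), 0.12 at 3d -dox (69 and 25) and 0.036 at 5d -dox (57 and 37). At each time point 0 of the 94 genes were called in either direction, over all genes tested and also adjusted over the list alone. At an unadjusted p under 0.05 there were 19 higher and 0 lower genes at 1d -dox, 10 and 1 at 3d -dox and 3 and 1 at 5d -dox. As a set, the list was higher at 1d -dox (adjusted p = 8.25e-10) and 3d -dox (adjusted p = 0.00579) in limma's camera test, which presets the correlation between genes at 0.01, and not at 5d -dox (adjusted p = 0.302). Neither shift held when the correlation was estimated from these mice (adjusted p = 0.725 and 0.842) or in limma's fry test (adjusted p = 0.462 and 0.669), and the mice of the groups overlapped. The largest move under another scaling was at 3d -dox, where totals of recovered reads in place of the authors' size factors gave 0.27, with the median of all genes shifted to 0.14. At 5d -dox that scaling gave -0.035 with the median of all genes at -0.070, so that the list stayed above that median. Leaving out 16w +dox replicate 2 turned the direction at 5d -dox (to -0.059). Without that mouse the median was 0.094 at 1d -dox and 0.0089 at 3d -dox, and the set was no longer higher at 3d -dox. The same was so without 3d -dox replicate 3 (0.021). Without 16w +dox replicate 1 the median at 5d -dox was 0.12 and past the threshold of camera. The paper had proposed a lag of several days before RB re-expression can be detected after dox removal, and it made these libraries to test this.

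**Figure D2:**
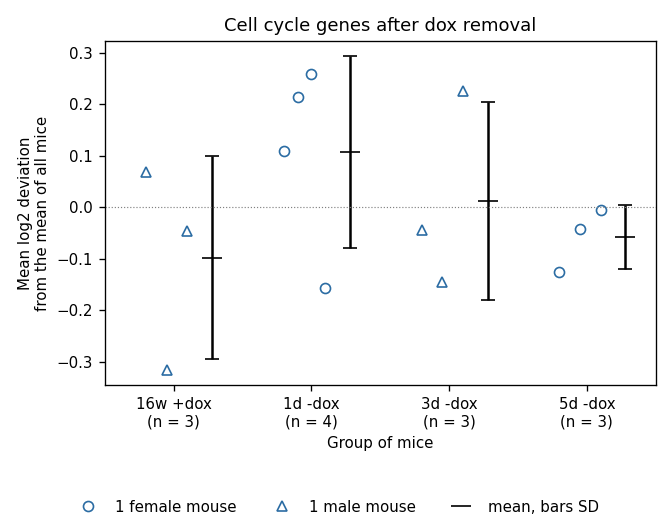
Mean over the cell cycle list of each mouse's log2 value minus the mean of all 13 mice, by group, with circles for females, triangles for males, and the mean with SD bars. The 16w +dox mice lie between -0.32 and 0.068, the 1d -dox mice between -0.16 and 0.26, the 3d -dox mice between -0.14 and 0.23 and the 5d -dox mice between -0.13 and -0.0044.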

We next performed RT-qPCR on tumors at a later rescue time point (14 days) for *Gfp*, *Rb*, and cell cycle genes. At this time point, there was no *Gfp* mRNA detectable anymore and *Rb* levels increased in most mice along with decreasing levels of expression of the cell cycle genes *Ccne2*, *Pcna*, and *Mcm3*, as well as genes coding for activating E2Fs and RB family proteins (**Figs 4C** and **S6**). The RB protein was consistently detectable by immunohistochemistry on tumor sections 3 weeks after dox removal (**Fig 4D**), cells in the tumors were larger, mitotic activity less prominent (**Fig 4E**), and necrotic areas increased (**Fig 4F)**. Immunostaining for Ki67 showed decreased proliferation at the 3 weeks timepoint (**Fig 4G and 4H**). Overall, while GFP levels decrease rapidly (a few days) in sh*Rb* mice off dox, re-expression of RB in late-stage pituitary tumor in sh*Rb* mice takes 2–3 weeks and is accompanied by decreased proliferation.

**Fig 4:**
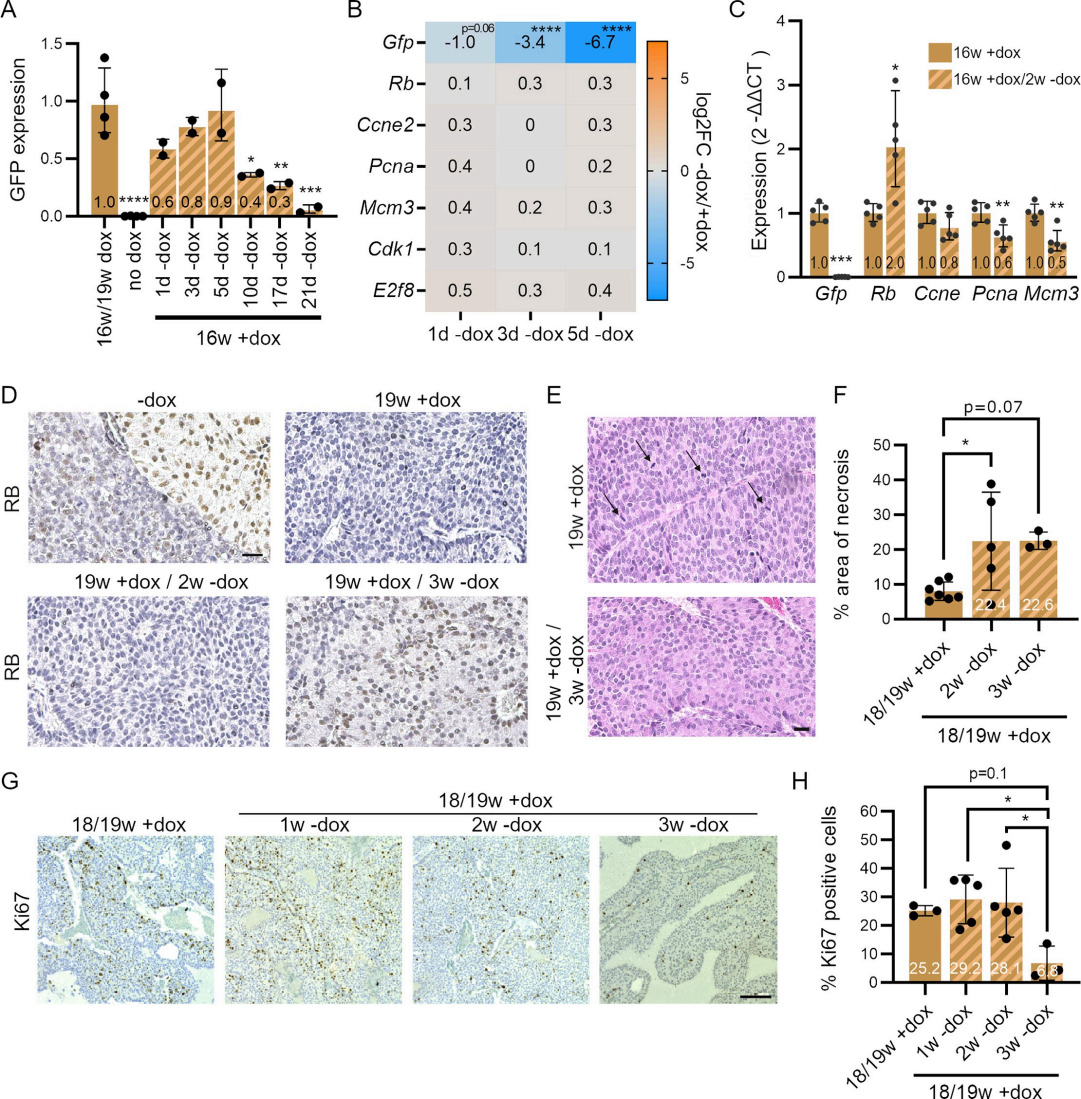
Kinetics of RB re-expression *in vivo* in sh*Rb* mice. **A.** GFP expression measured by quantitative immunoassay on protein extracts from the liver of dox-treated sh*Rb* mice at different time-points (w, weeks) after doxycycline (dox) removal. Signal intensity was normalized to HSP90 (one-way ANOVA, significance is indicated compared to 16w/19w +dox: *, p<0.05; **p<0.01; **, p<0.01; ****, p<0.0001). **B.** Expression changes of *Gfp* and selected cell cycle genes in pituitary RNA from sh*Rb* mice, 1, 3 and 5 days after dox removal compared to dox-treated samples. Expression was determined using RNA-seq (DEseq2: ****, p.adj.<0.0001). **C.** Expression changes of *Gfp* and selected cell cycle genes by RT-qPCR in pituitary RNA from dox-treated sh*Rb* at 16 weeks compared to mice after 2 weeks off dox (two-tailed t-test: *, p<0.05; **p<0.01). **D.** Representative immunostaining images for RB on pituitary section from control mice (-dox), dox-treated sh*Rb* mice (19w +dox), and after dox release (2 or 3 weeks). Scale bar, 20μm. **E.** Representative hematoxylin and eosin (H&E) images of pituitary sections from 19w +dox mice and 19w +dox mice after 3 weeks off dox. Arrows point towards mitotic figures that can be observed in the 19w dox-treated samples. Scale bar, 20μm. **F.** Quantification of necrotic tissue area on section from pituitary tumors from dox-treated sh*Rb* mice or 2 and 3 weeks off dox (one-way ANOVA analysis, significance is indicated compared to 18w/19w +dox: *, p<0.05). **G.** Representative images of Ki67 immunostaining on sections from pituitary tumors in sh*Rb* mice (18/19w +dox) and 1, 2, and 3 weeks off dox. Scale bar, 100μm. **H.** Quantification of (G) (one-way ANOVA, significances are indicated compared to 18w/19w +dox: *: **,p<0.01; ***, p<0.001).

### RB re-expression in RB-deficient cancer cells blocks long-term proliferation

The relatively slow re-expression of RB upon dox removal in sh*Rb* mice after 16–19 weeks of dox treatment made it difficult to evaluate the long-term consequences of RB re-expression because at this stage many sh*Rb* mice are dying from their tumors (**Fig 2A**). To circumvent this issue, we chose to study mice with dox treatment for just 6 weeks before dox removal. At this time point, the monotonous growth pattern observed on tissue sections is characteristic of adenomas of the adenohypophysis, with loss of RB and elevated proliferative indices (**S7 Fig**). In this context, RB re-expression can begin just before the first external phenotypic differences can be observed in dox-treated mice, allowing us to age +/-dox mice for many more weeks. We analyzed the sh*Rb* mice 6 and 12 weeks after dox removal (i.e., 12 and 18 weeks after initial RB knockdown, hereafter referred to as 12w-res and 18w-res) (**Fig 5A**). We found that 12w-res mice exhibited phenotypes that were somewhat in between the severity found in mice at 6 weeks +dox and mice at 12 weeks +dox (**Figs 5B**, **S8A** and **S8B**). At 18 weeks, we observed the expected increase in phenotype severity in the 18w +dox mice, while 18w-res mice showed a continued stabilization of both external and internal phenotypes, but not fully reversed to the extent of control mice (**Figs 5B**, **S8A** and **S8B**). Cataract was still detectable in the eyes of 18w-res mice (**S8C** and **S8D Fig**). 18w-res mice did not show the weight loss observed in 18w +dox mice (**Figs 5C** and **S9**). Remarkably, we observed no incidences of thyroid tumor growth in these rescue mice (**Fig 5B**). In contrast, we found pituitary tumors in all 12w-res and 18w-res mice. These tumors showed reduced weight compared to 18w +dox treated mice, but still show an increased weight when compared to control pituitaries (**Figs 5B** and **S10A**). Cell size increased in pituitary tumors of 12w-res mice and larger necrotic areas were detected (**S10B–S10E Fig)**, both of which may contribute in addition to delayed Rb re-expression upon dox removal to the continued increased pituitary weight. Staining for Ki67 on pituitary sections showed positive signal in the *pars intermedia* and *pars distalis* regions at 6w +dox (**Fig 5D** and **5E**). High Ki67 levels were maintained at 12w +dox and 18w +dox but 12w-res and 18w-res tumors showed complete elimination of positive signal for Ki67 (**Fig 5D** and **5E**). The absence of regions where Ki67 is still detected indicates that RB re-introduction occurs throughout the tumor lesions. Thus, RB re-expression in this context results in a long-term cell cycle arrest.

**Fig 5:**
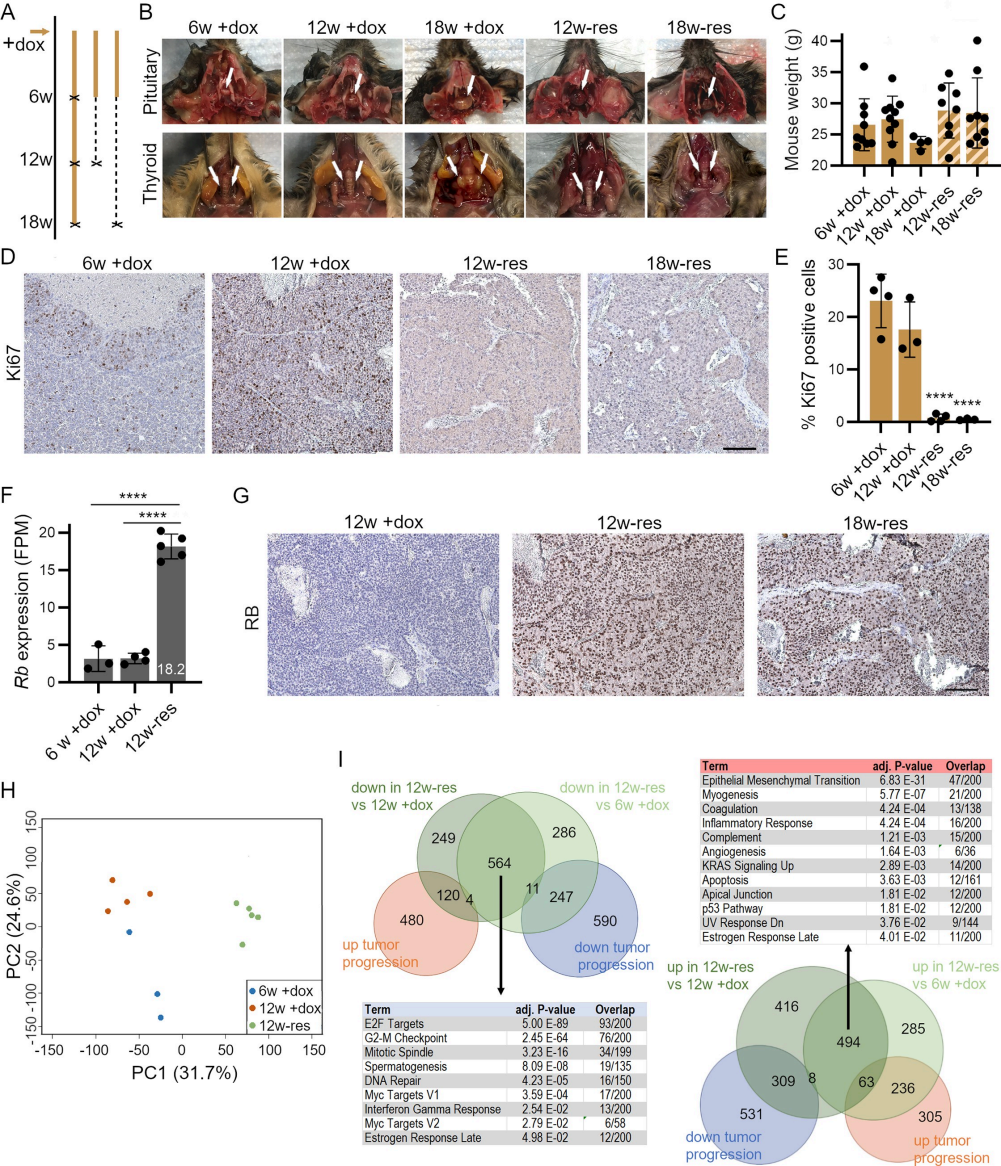
Sustained cell cycle arrest upon RB re-expression in pituitary adenomas. **A.** Timeline diagram of the three different treatment groups of mice (w, weeks). X, time points where mice are euthanized and samples collected. —, periods where doxycycline (dox) is taken away. **B.** Representative images of pituitary and thyroid glands in sh*Rb* mice at different time points of dox treatment (+dox) and dox release (-res). 12w-res, 6w +dox and 6w -dox; 18w-res, 6w +dox and 12w -dox. **C.** Weight of sh*Rb* mice after different time points of dox treatment and dox release (the observed trend is not significant by one-way ANOVA). **D.** Representative images of Ki67 immunostaining on sections from pituitary tumors in sh*Rb* mice at different time points of dox treatment and dox release. Scale bar, 100μm. **E.** Quantification of Ki67 immunostaining as in (D) (n = 2000–3000 cells per section) (one-way ANOVA analysis, significance compared to 6w+dox is indicated; **** = p<0.0001). **F**. Expression of *Rb* in pituitary samples after 6w +dox, 12 w +dox, and 12w-res, determined by RNA-seq analysis (DEseq2; **** = p.adj.<0.0001). **G.** Representative images of RB immunostaining on pituitary tumor sections at different time points of dox treatment and dox release. Scale bar, 100μm**. H.** Principal component analysis (PCA) of RNA-seq. **I.** Venn diagram of differentially-expressed (DE) genes (abs. log2FC>1, p.adj.>0.05) in different conditions and MSigDB Hallmark 2020 enrichment of DE genes independent of tumor progression. Shown are hallmarks with p.adj.<0.05, analyzed with Enrichr.

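Pituitary tumors of 12 sh*Rb* mice form the long-term experiment. The 6w+dox group held 3 mice after 6 weeks on dox (3 females), and the 12w+dox group held 4 mice after 12 weeks on dox (2 females and 2 males). The 12w-res group held 5 mice that spent 6 weeks on dox and then 6 weeks off it, so that RB could return (3 females and 2 males). The labels describe poly(A)-selected libraries, which the authors mapped and scaled as in the short-term experiment. All 183780 values of the deposited table were whole multiples of the value of 1 read. Between 19066053 and 22384365 reads per mouse fell on genes at 6w+dox (median 20110433), 22695279 to 28968476 at 12w+dox (median 25092310) and 21830031 to 26505869 in 12w-res (median 22460392). The part of S4 Table held here, 1260 of the 15315 genes, gives counts that equal the recovered reads in 15120 of 15120 cases.

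*Pomc* took 39.1% to 43.2% of the reads in 12w-res mice, beside 12.9% to 23% at 12w+dox and 13.6% to 32.2% at 6w+dox, so the choice of scaling moves every other gene. With the authors' size factors the median log2 fold change of all genes was -0.0063 from 6w+dox to 12w+dox and -0.0040 from 12w+dox to 12w-res. With totals of recovered reads it was 0.29 and -0.61, and -0.33 from 6w+dox to 12w-res.

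The 12 mice were fitted together with limma as log2(FPM + 0.5), and the 3 groups were compared with one another. All 15315 genes of the table passed the minimum of 10 reads. In simulated reads with 200 changed genes among 15046, the test called 198 of the changed genes and 2 others. Here too all changes set were well over the minimum for a call. The 19 pairs of replicate mice differed by more than the sampling noise (chi-square per degree of freedom 11.8 to 228). Sex was not balanced between the groups, and a fit with sex as a covariate was one of the alternatives.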

To profile these pituitary tumors for changes in transcriptional program related to RB re-expression, we performed RNA sequencing on 6w+dox, 12w+dox and 12w-res pituitary tumor samples (**S4 Table**). 604 genes were upregulated and 848 genes downregulated during pituitary tumor progression (6w+dox *vs*. 12w+dox) (**S11A Fig**). This analysis did not detect any increase in cell cycle activity but suggested changes in cell migration, cell adhesion, and differentiation during tumor progression (**S11B** and **S11C Fig**). 

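From 6w+dox to 12w+dox, limma with Benjamini-Hochberg adjustment called 483 genes higher and 619 lower of 15315 tested, and 5585 genes had an unadjusted p under 0.05. The groups did not overlap in 970 of the 1102 called genes. Over all genes 25.2% had groups without overlap, where chance gives 5.71%. DESeq2 on the recovered reads called 604 genes higher and 848 lower, and edgeR's quasi-likelihood test called 524 and 765. Of the 1102 genes, 1056 were also called by DESeq2 and 1000 by edgeR. The choice that moved the numbers most was the minimum fold change, without which 1600 genes were higher and 1833 lower. Totals of recovered reads in place of the size factors gave 1062 higher and 319 lower genes, so that the share of higher genes went from 43.8% to 76.9%. Leaving out 1 mouse gave between 374 and 805 higher genes, and the 805 came without 6w+dox replicate 3.

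Among called genes whose groups did not overlap, the largest increases were those of *Gpnmb*, *Vgll3* and *Insrr*. *Gpnmb* had a log2 fold change of 2.94 (standard error 0.77, adjusted p = 0.0162 from limma) and lost its call without 6w+dox replicate 2 (Gpnmb log2 fold change, 12w+dox against 6w+dox, of 2.74, adjusted p = 0.0698 from limma). *Vgll3* had 2.87 (standard error 0.48, adjusted p = 0.00154 from limma) and *Insrr* 2.82 (standard error 0.55, adjusted p = 0.0037 from limma). The largest decreases were those of *Gh* (log2 fold change -4.57, standard error 0.67, adjusted p = 6.94e-04 from limma), *Prl* (-4.32, standard error 0.81, adjusted p = 0.00295) and *Avp* (-3.99, standard error 0.39, adjusted p = 1.36e-04). *Gh* and *Prl* encode hormones of normal pituitary cells, and *Tshb*, which encodes another one, also fell (log2 fold change -2.87, standard error 0.66, adjusted p = 0.00833 from limma, and 0.0531 without 6w+dox replicate 2).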

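The cell cycle list had 95 of its genes in the long-term table. Their median log2 fold change from 6w+dox to 12w+dox was 0.017, with 51 genes above 0 and 44 below (adjusted p = 0.86 from limma's camera test). Over all genes tested, 1 gene of the list was called higher (*Ccne2*, log2 fold change 1.17, adjusted p = 0.0358 from limma, and 0.86 with an adjusted p of 0.155 without 6w+dox replicate 1) and 0 lower. At an unadjusted p under 0.05, 8 were higher and 7 lower. Adjusted over the list alone, 0 were called. *Mki67*, which encodes Ki67, measured 153 ± 28.0 FPM (SD, n = 3) at 6w+dox and 110.0 ± 29.7 (n = 4) at 12w+dox, a log2 fold change of -0.50 (standard error 0.21, adjusted p = 0.0931 from limma). The sign of the list's median was not stable. It was -0.019 with sex as a covariate and ranged from -0.10 (without 6w+dox replicate 3) to 0.083 across the fits that each left out 1 mouse.

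Lower genes at 12w+dox were set against Reactome gene sets, which are not the GO terms and hallmarks that the paper used. Of 859 sets, 9 had an adjusted p under 0.05 (Fisher's exact test, with the 251 lower genes found in any set against a background of the 5000 tested genes found in any set). GPCR ligand binding came first with 30 of 166 genes (8.33 expected, adjusted p = 3.57e-07, Fisher's exact test). Peptide ligand-binding receptors held 18 of 82 (adjusted p = 2.08e-05, Fisher's exact test). Respiratory electron transport held 12 of 63 genes (adjusted p = 0.00761 by the same exact test). Extracellular matrix organization, with 20 of 213 genes (10.7 expected), was not past the threshold (adjusted p = 0.263), nor was cell-cell communication (4 of 101, 5.07 expected, adjusted p = 1) or axon guidance (14 of 271, 13.6 expected, adjusted p = 1, all by the same exact test). Of the gene lists, the lower genes held 6 of 45 interferon response genes (1.82 expected, adjusted p = 0.0388, Fisher's exact test over 30 tests), namely *B2m*, *Bst2*, *Cxcl10*, *H2-D1*, *Ifit1* and *Isg15*. Without 6w+dox replicate 2 the log2 fold changes of *Cxcl10* and *Ifit1* were -0.93 each, under the minimum for a call. In Reactome the lower genes held 4 of 100 genes for interferon signaling (5.02 expected) and 2 of 73 for interferon gamma signaling (3.66 expected). Neither set was enriched. Of the gene lists, the lower genes also held 5 of 28 inflammatory response genes (*Ccl2*, *Ccl5*, *Ccl7*, *Il1r1* and *Nfkbia*, 1.13 expected, adjusted p = 0.0241) and 5 of 40 extracellular matrix genes (*Dcn*, *Fbln2*, *Loxl1*, *Lum* and *Timp3*, 1.62 expected, adjusted p = 0.0814 by the same exact test). Of these, *Ccl7* (-0.96) and *Fbln2* (-0.86) without 6w+dox replicate 1, *Nfkbia* (-0.84) without 6w+dox replicate 2 and *Timp3* (-0.99) without 12w+dox replicate 2 were under the minimum for a call.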

When we compared 6w/12w +dox to 12w-res tumors, we observed a 5.7-fold increase in *Rb* expression (**Fig 5F**), which was visible by immunostaining on tumor sections (**Fig 5G**). 

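*Rb* is listed as Rb1 and lies on chromosome 14 from 73192858 to 73325951 in the RefSeq annotation of GRCm38, the build that mm10 names. It measured 3.16 ± 1.70 FPM (SD, n = 3) at 6w+dox, 3.21 ± 0.700 (n = 4) at 12w+dox and 18.2 ± 1.66 (n = 5) in 12w-res, from 32 to 145 reads per mouse on dox and 310 to 445 in 12w-res. The mean of the 12w-res mice was 5.69 times the mean of the dox-treated groups (5.66 times that of 12w+dox and 5.74 times that of 6w+dox). On the log2(FPM + 0.5) scale the Rb1 change was 2.39 (standard error 0.20, adjusted p = 4.93e-07 from limma), a 5.26-fold increase. Each of the 5 12w-res mice was above each of the 7 dox-treated mice (exact two-sided permutation test, p = 0.00126, the smallest that these numbers of mice allow). The log2 fold change of Rb1 stayed between 2.26 and 2.57 with each mouse left out in turn. Totals of recovered reads moved it most, to 1.93 (3.81-fold). Between the dox-treated groups the Rb1 log2 fold change was 0.10 (standard error 0.26, adjusted p = 0.816 from limma), and -0.17 without 6w+dox replicate 1.

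**Figure D3:**
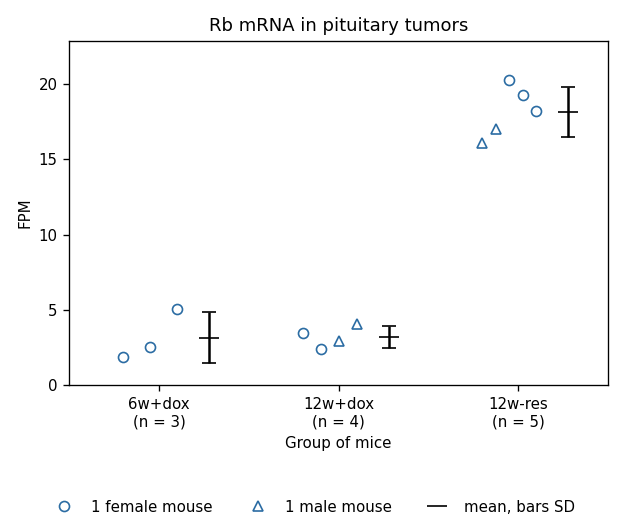
FPM of *Rb* in each mouse by group on a linear axis from 0, with circles for females, triangles for males, and the mean with SD bars. The 12w-res mice lie between 16.1 and 20.3 FPM, all above the dox-treated mice at 1.86 to 5.09 FPM.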

Comparing the three conditions using principal component analysis (PCA) showed that the re-expression of RB drives the variation along PC1, with genes driving this PC being enriched for cell cycle regulation and repair processes (**Fig 5H** and **S5 Table**). 

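Principal components were computed from the log2(FPM + 0.5) values of all 15315 genes, each scaled to unit variance. PC1 held 31.7% of the variance, PC2 24.7% and PC3 13.2%. The 12w-res mice had a mean PC1 score of 75.9 ± 9.73 (SD, n = 5), beside -37.7 ± 19.5 (n = 3) at 6w+dox and -66.6 ± 21.9 (n = 4) at 12w+dox. No 12w-res mouse overlapped with a dox-treated mouse on PC1 (exact two-sided permutation test, p = 0.00126, the smallest of 792 splits). The share of PC1 depended on the genes used. It rose to 64.1% with the 500 genes of largest variance, to 44.8% without scaling the genes and to 49.8% with totals of recovered reads, a setting chosen after seeing the data.

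Of the 100 genes with the largest weight on PC1, 12 were in the cell cycle list (0.620 expected, adjusted p = 1.07e-11, Fisher's exact test), and 58 fell and 42 rose with the component. S5 Table gives 51 genes for PC1, of which 48 were among these 100. In Reactome sets, the 100 genes held 14 of 438 cell cycle genes (3.68 expected, adjusted p = 0.00584, Fisher's exact test), and 3 of 859 sets had an adjusted p under 0.05.

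**Figure D4:**
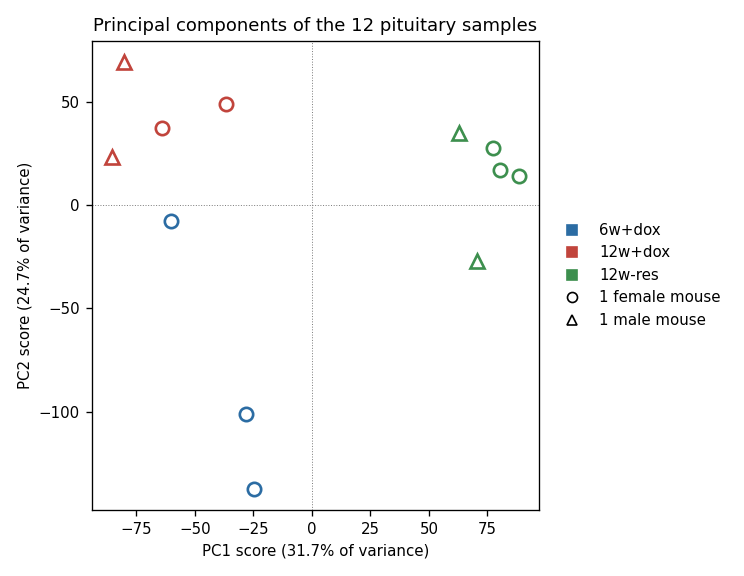
PC1 score against PC2 score of the 12 mice, coloured by group, with circles for females and triangles for males. The 12w-res mice lie at PC1 scores of 62.9 to 88.3 and the dox-treated mice at -85.4 to -24.6, while on PC2 the 6w+dox mice spread from -137 to -7.65.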

PC2 captures tumor progression between the 6w+dox and 12w+dox time points, with an enrichment for genes involved in metabolic processes, hypoxia response and many signaling pathways, with the rescue group situated in between both groups (**Fig 5H**). This was reflected by overlapping differentially expressed (DE) genes in the three conditions (**Fig 5I**). 

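On PC2 the mean score was -82.2 ± 67 (SD, n = 3) at 6w+dox, 44.9 ± 19.5 (n = 4) at 12w+dox and 13.4 ± 24.0 (n = 5) in 12w-res. The dox-treated groups did not overlap (exact two-sided permutation test, p = 0.0286, the smallest that 4 mice against 3 allow). The 12w-res mice were higher than the 6w+dox mice (p = 0.0357, the same exact test, smallest possible 0.0179), and their difference from the 12w+dox mice was within the spread (p = 0.0635, the same exact test, smallest possible 0.00794). The distance rested in part on the 6w+dox mice, which were all female and which spread over more of PC2 than either other group. The share of PC2 went from 19.8% without 6w+dox replicate 1 to 27.5% without 6w+dox replicate 3.

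Among the 100 genes with the largest weight on PC2 there were 0 cell cycle list genes, and all 43 genes that S5 Table gives for PC2. These 100 genes were enriched in 82 of 859 Reactome sets (Fisher's exact test). The first was cross-presentation of soluble exogenous antigens, with 7 of 44 genes (0.431 expected, adjusted p = 2.41e-05 by the same exact test), and sets on unlike subjects held as many genes at the same adjusted p. Among the 82 were also the sets for the G1 to S transition (7 of 98, 0.960 expected, adjusted p = 5.27e-04) and the mitotic cell cycle (10 of 374, 3.67 expected, adjusted p = 0.0298, both by this exact test). A gene can belong to several sets, so the same few genes may lie behind these sets and the first one. These counts alone do not show a change in the cell cycle. The set named Cell Cycle (10 of 438, 4.29 expected, adjusted p = 0.0863 by this exact test) was not past the threshold. The set for the cellular response to hypoxia held 0 of 19 genes (0.186 expected) and was not among the 82.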

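In 12w-res mice, limma called 955 genes higher and 772 lower than at 12w+dox, and 890 higher and 892 lower than at 6w+dox. DESeq2 on the recovered reads called 1290 and 950 against 12w+dox, and 1086 and 1112 against 6w+dox. Both comparisons called 467 lower genes, which are 60.5% of the genes lower than at 12w+dox and 52.4% of those lower than at 6w+dox. Both called 418 higher genes (43.8% and 47.0%). Genes called in opposite directions numbered 5 that were lower than at 12w+dox and higher than at 6w+dox, and 10 that were higher than at 12w+dox and lower than at 6w+dox.

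Both comparisons use the same 12w-res mice, so some overlap arises by chance. Across genes, which are not independent replicates, the log2 fold changes of the comparisons correlated at 0.678, where 20 simulations of unchanged groups gave 0.413 on average. The overlap was set against the same simulations with as many genes taken from each comparison and direction as were called, by smallest p. The simulated comparisons then shared 401 genes on average (387 to 429), and the observed ones 855.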

We also identified DE genes that are independent of tumor progression, and likely represent the direct effect of RB re-expression on the transcriptome (**Fig 5I**). 

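Genes called in 12w-res against both dox-treated groups, and not called between those groups, numbered 460 lower and 392 higher. Not being called does not show that a gene was equal at 6w+dox and 12w+dox. Totals of recovered reads changed these numbers to 1020 lower and 143 higher, with the median of all genes also shifted downward in 12w-res.

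The largest decreases against 12w+dox were those of *Pbk*, which encodes a mitotic kinase (log2 fold change -4.96, standard error 0.23, adjusted p = 6.51e-09 from limma), *Otoa* (-4.21, standard error 0.34, adjusted p = 6.18e-07) and *Spc25*, which encodes a kinetochore protein (-4.20, standard error 0.22, adjusted p = 1.06e-08). *Pbk*, *Otoa* and *Spc25* also fell against 6w+dox (-4.89, -3.98 and -4.55). *Serpinb11* rose most, by 5.82 against 12w+dox (standard error 0.44, adjusted p = 3.23e-07 from limma) and by 5.96 against 6w+dox (standard error 0.48, adjusted p = 7.6e-07), followed by *Hapln4* with 4.59 and 5.54. *Prl* was higher than at 12w+dox (log2 fold change 4.06, adjusted p = 6.1e-04 from limma) but not called against 6w+dox (-0.26, adjusted p = 0.823), so it was a gene of progression rather than one of those counted above. *Col10a1*, *Eno1b* and *Avp* stood out against 6w+dox, with log2 fold changes of 5.35, -5.0 and -4.56, and had already changed in that direction at 12w+dox (2.33, -3.56 and -3.99).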

We noted enrichment for terms related to interferon gamma signaling and inflammation in the DE genes. 

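Interferon response genes were lower in 12w-res. The 45 genes of this list had a median log2 fold change of -0.64 against 12w+dox (9 above 0 and 36 below, adjusted p = 2.28e-06 from limma's camera test) and -0.81 against 6w+dox (6 and 39, adjusted p = 9.85e-10). Against 12w+dox 0 genes were called higher (4 at an unadjusted p under 0.05) and 9 lower. Against 6w+dox 1 was higher (*Ciita*, log2 fold change 1.19, and 0.86 without 6w+dox replicate 1, which took its call away) and 19 lower. Adjusted over the list alone the counts were 0 and 9, and 1 and 19. *Irf7* fell by 2.13 on the log2 scale against 12w+dox (standard error 0.27, adjusted p = 4.06e-05 from limma), and *Ifit2* fell by 2.09 (standard error 0.17, adjusted p = 5.7e-07). The genes lower than in both dox-treated groups held 6 of the list (*Ifi44*, *Ifit2*, *Ifit3*, *Irf7*, *Oas2* and *Oas3*, 1.35 expected, adjusted p = 0.0129, Fisher's exact test), of which *Oas2* was at -0.96 against 12w+dox without 12w+dox replicate 3, under the minimum for a call. The Reactome set for interferon gamma signaling held 5 of 73 genes among the shared lower genes (2.98 expected, adjusted p = 1) and 0 among the shared higher genes (2.50 expected, adjusted p = 1, Fisher's exact test).

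Inflammatory response genes were higher. For 28 of 35 listed genes with a value, the median was 0.68 against 12w+dox (26 above 0 and 2 below, 10 called higher and 0 lower with 2 lower at an unadjusted p under 0.05, adjusted p = 8.94e-05 from limma's camera test). Against 6w+dox it was 0.40 (21 and 7, 9 called higher and 1 lower, adjusted p = 0.00136 from limma's camera test). The counts adjusted over the list alone were 10 and 0, and 9 and 1. The genes higher than in both dox-treated groups held 5 of the list (among them *C5ar1*, *Il4ra*, *Osmr* and *Ptgs2*, 0.717 expected, adjusted p = 0.00486, Fisher's exact test). In Reactome the same genes held 1 of 96 for signaling by interleukins (3.28 expected) and 2 of 199 for cytokine signaling (6.81 expected). Neither set was enriched. Against 12w+dox, *C5ar1* (0.89) and *Ptgs2* (0.93) without 12w-res replicate 3 and *Il4ra* (0.97) without 12w+dox replicate 3 were under the minimum for a call. Totals of recovered reads lowered these medians to 0.13 and 0.18, with all genes shifted by -0.61 and -0.33. Both lists kept an adjusted p under 0.05 with limma's fry test (4.6e-04 and 8.38e-05 for interferon, 8.16e-04 and 0.0031 for inflammation), and lost it with an estimated correlation between genes (0.171 and 0.161, 0.171 and 0.222).

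**Figure D5:**
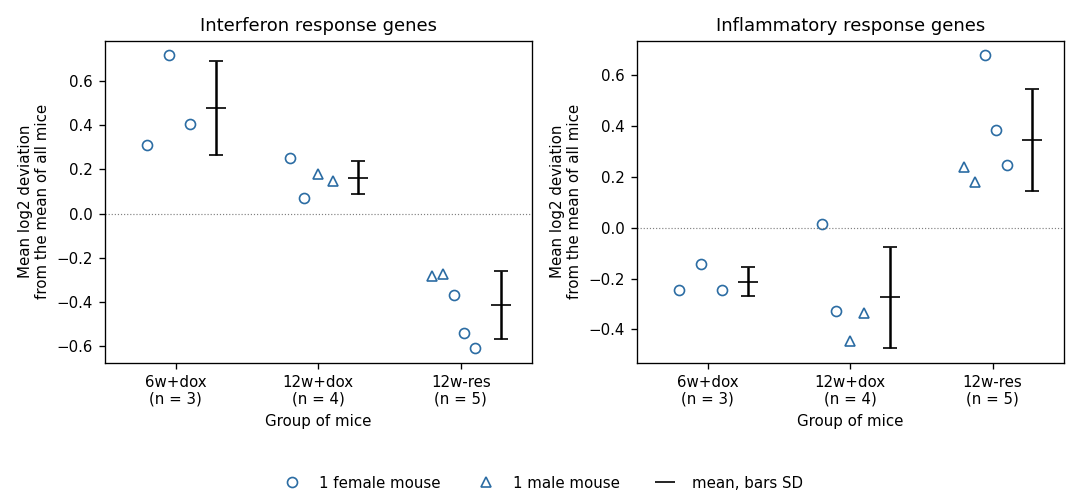
Mean over each list of each mouse's log2 value minus the mean of all 12 mice, for the interferon response list (left) and the inflammatory response list (right), with circles for females, triangles for males, and the mean with SD bars. Interferon values lie between 0.31 and 0.72 at 6w+dox, 0.069 and 0.25 at 12w+dox and -0.61 and -0.27 in 12w-res, while inflammatory values in 12w-res lie between 0.18 and 0.68, above the dox-treated mice at -0.45 to 0.015.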

Inhibition of CDK4/6 and RB activation have been linked to immune responses, including interferon signaling ([34,35] and references therein). Immunostaining for CD45 indeed revealed a trend towards increasing infiltration of immune cells into the tumor area upon RB reintroduction (**S12A** and **S12B Fig**). In the overlapping, tumor progression-independent, DE genes, we also found enrichment of direct RB targets in cell cycle progression in the downregulated fraction, suggesting that RB re-expression is re-establishing RB function as a cell cycle regulator. 

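Of the 460 genes lower in 12w-res than in both dox-treated groups, 77 belonged to the 95 genes of the cell cycle list, where 2.85 were expected (adjusted p = 1.81e-100, Fisher's exact test). The list's median log2 fold change was -2.60 against 12w+dox and -2.54 against 6w+dox, with 2 genes above 0 and 93 below in each comparison (adjusted p = 6.67e-54 in both from limma's camera test). Against 12w+dox 81 genes were called lower, and against 6w+dox 77, also when adjusted over the list alone. In both comparisons 0 genes were called higher, with 1 and 0 higher at an unadjusted p under 0.05. The shift held with an estimated correlation (adjusted p = 0.0146 in both) and in limma's fry test (adjusted p = 2.77e-08 and 2.92e-08). With totals of recovered reads it was -3.20 and -2.82, relative to a shift of all genes in the same direction.

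Among Reactome sets, 100 of 859 were enriched in the shared lower genes (Fisher's exact test). The set named Cell Cycle came first, with 114 of 438 genes (17.9 expected, adjusted p = 6.07e-68 by the same exact test). *Mcm3*, which encodes part of the replicative helicase, measured 94.7 ± 20.3 FPM (SD, n = 3) at 6w+dox, 76.8 ± 8.01 (n = 4) at 12w+dox and 8.76 ± 1.05 (n = 5) in 12w-res, a log2 fold change of -3.06 against 12w+dox and -3.35 against 6w+dox (adjusted p = 5.63e-09 and 1.34e-08 from limma). The log2 fold changes of *Cdk1* were -3.46 and -3.80 (adjusted p = 2e-08 and 3.03e-08 from limma). From the enrichment of RB targets among the lower genes, the paper proposes that RB again works as a cell cycle regulator in these tumors.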

Genes in the upregulated fraction were enriched in processes related to various pathways, including apoptosis, and the p53 pathway, possibly reflecting tumor restructuring including appearance of necrotic areas upon RB reintroduction. 

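The 392 genes higher in 12w-res than in both dox-treated groups were enriched in 22 of 859 Reactome sets (Fisher's exact test). Extracellular matrix organization held 46 of 213 genes (7.28 expected, adjusted p = 8.59e-23), integrin cell surface interactions 22 of 73 (2.50 expected, adjusted p = 1.78e-13) and axon guidance 23 of 271 (9.27 expected, adjusted p = 0.00226, all by this exact test). The set for apoptosis held 3 of 134 genes (4.58 expected, adjusted p = 1 by the same exact test). These sets and lists are not the collections the paper used.

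Of a list of 30 canonical p53 targets, 2 were in the shared higher genes (*Ccng1* and *Sesn2*, 0.768 expected, adjusted p = 0.487, with *Ccng1* at 0.99 against 12w+dox and so under the minimum without 12w-res replicate 4) and 3 in the shared lower genes (*Cdkn1a*, *Ckap2* and *Pidd1*, 0.901 expected, adjusted p = 0.180, Fisher's exact test). The list's median was -0.21 against 12w+dox (12 genes above 0 and 18 below, adjusted p = 0.248 from limma's camera test) and -0.080 against 6w+dox (14 and 16, adjusted p = 0.527 from the same test, and a median of -0.0072 without 6w+dox replicate 3). Limma's fry test, which sets a list against no change and not against the other genes, gave adjusted p of 2.33e-04 and 0.00434. An extracellular matrix and mesenchyme list of 40 genes had a median of 1.66 against 12w+dox (40 above 0, 35 called higher, 35 adjusted over the list alone, adjusted p = 2.49e-17 from limma's camera test) and 1.42 against 6w+dox (36 above 0 and 4 below, 27 called higher, 27 adjusted over the list alone, adjusted p = 1.09e-12). With an estimated correlation between genes the adjusted p was 0.171 in both comparisons, and in the fry test it was 1.83e-04 and 7.45e-04. The shared higher genes held 26 of the list (1.02 expected, adjusted p = 4.50e-31, Fisher's exact test). Of 7 endothelium, pericyte and fibroblast markers outside this list, 6 also had values above 0 against both dox-treated groups, of which 3 were past an adjusted p of 0.05 from limma against both. The list includes *Col1a1* (log2 fold change 2.64 against 12w+dox, adjusted p = 3.18e-04 from limma), whose locus carries the shRNA transgene in these mice.

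**Figure D6:**
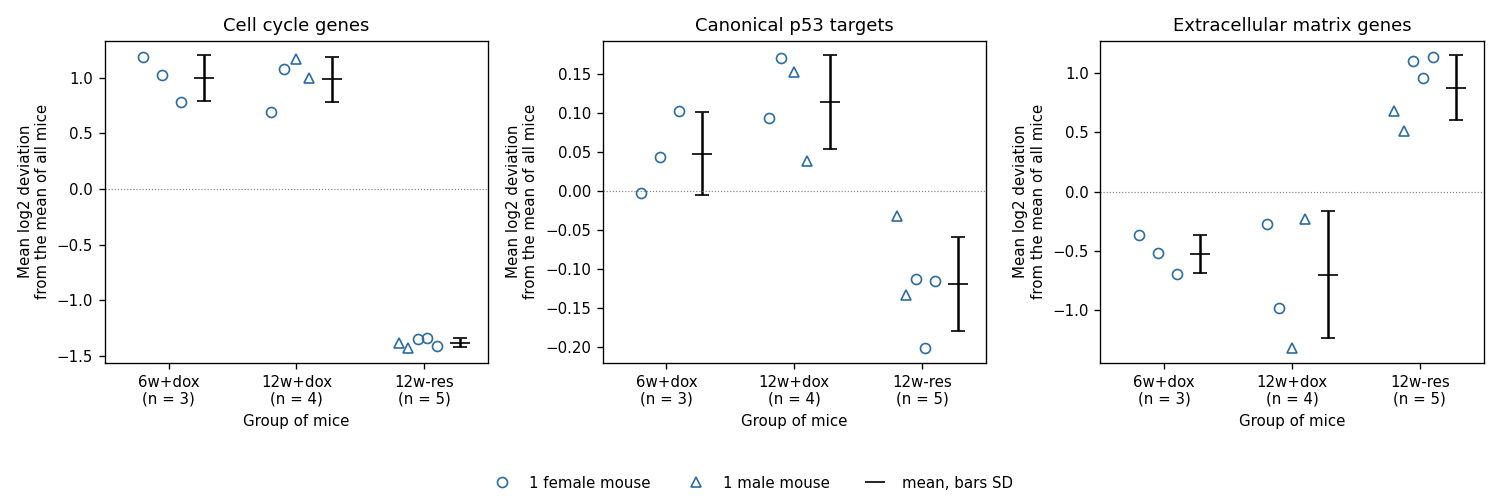
Mean over each list of each mouse's log2 value minus the mean of all 12 mice, for the cell cycle, canonical p53 target and extracellular matrix lists, with circles for females, triangles for males, and the mean with SD bars. Cell cycle values lie between 0.69 and 1.19 on dox and between -1.43 and -1.34 in 12w-res, p53 target values between -0.0025 and 0.17 on dox and between -0.20 and -0.032 in 12w-res, and extracellular matrix values between -1.32 and -0.23 on dox and between 0.51 and 1.14 in 12w-res.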

Immunohistochemistry for cleaved caspase 3 (CC3, a marker of apoptosis) showed mostly apoptosis in necrotic areas (**S13A Fig**). P53 expression itself was downregulated upon tumor development and remained unchanged in 12w+dox and 12w-res samples (**S13B Fig**). 

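*Trp53*, on chromosome 11 from 69580348 to 69591873 (GRCm38), measured 68.8 ± 7.47 FPM (SD, n = 3) at 6w+dox, 43.0 ± 2.74 (n = 4) at 12w+dox and 40.8 ± 7.94 (n = 5) in 12w-res, from 608 to 1699 reads per mouse. From 6w+dox to 12w+dox its log2 fold change was -0.67 (standard error 0.15, adjusted p = 0.00762 from limma), and the groups did not overlap (exact two-sided permutation test, p = 0.0286, the smallest that these numbers of mice allow). From 12w+dox to 12w-res the log2 fold change of Trp53 was -0.091 (standard error 0.13, adjusted p = 0.615 from limma). With totals of recovered reads the log2 fold change was -0.35 between the dox-treated groups (adjusted p = 0.137 from limma), where the median of all genes was 0.29, and -0.74 in 12w-res against 12w+dox (adjusted p = 7.76e-04), where the median of all genes was -0.61, so that both moves follow the shift of all genes. Over all alternatives the adjusted p ranged from 5.33e-04 to 0.137 for the former and from 7.76e-04 to 0.834 for the latter.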

The p53 target p21 was downregulated upon rescue and other downregulated consensus p53 targets (in total 24) involved genes involved in DNA damage response or the G1/S transition (e.g., *Pcna*, *E2f7*, *Pidd1*, *Rad51c*); upregulated genes (in total 32) were enriched in regulation of differentiation, response to chemical stress, wound healing, and extracellular matrix organization (e.g., *Notch1*, *Hes1*, *Cav1*, *Serpine1*, *Itga3*) (**S13C–S13E Fig)**. 

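*Cdkn1a*, which encodes p21 and lies on chromosome 17 from 29090979 to 29100722 (GRCm38), measured 37.1 ± 5.50 FPM (SD, n = 3) at 6w+dox, 32.4 ± 7.56 (n = 4) at 12w+dox and 13.2 ± 2.04 (n = 5) in 12w-res. Its log2 fold change in 12w-res was -1.24 against 12w+dox (standard error 0.17, adjusted p = 8.08e-05 from limma) and -1.46 against 6w+dox (standard error 0.19, adjusted p = 4.93e-05). Each 12w-res mouse was below each dox-treated mouse (exact two-sided permutation test against 12w+dox, p = 0.00794, the smallest that these numbers of mice allow).

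The other named targets that fell had log2 fold changes against 12w+dox and 6w+dox of -2.47 and -2.71 (*Pcna*), -3.41 and -3.21 (*E2f7*), -2.49 and -2.02 (*Pidd1*) and -0.94 and -1.22 (*Rad51c*), with adjusted p of 3.44e-04 or less from limma. *Cav1* rose by 2.16 and 2.22 and *Itga3* by 0.98 and 1.63, with adjusted p of 4.10e-05 or less from limma. *Notch1* rose against 12w+dox (log2 fold change 1.23, adjusted p = 0.00106 from limma) and was not called against 6w+dox (0.45, adjusted p = 0.187, and 0.72 without 6w+dox replicate 3, which brought it past the threshold). *Hes1* rose against 12w+dox (1.19, adjusted p = 9.68e-04 from limma) and was not called against 6w+dox (-0.23, adjusted p = 0.498), after a fall from 6w+dox to 12w+dox (-1.42, adjusted p = 0.00219). With totals of recovered reads, which shift all genes downward here, *Notch1* lost its call against 12w+dox (log2 fold change 0.61, adjusted p = 0.0796 from limma, the largest of the alternatives, whose smallest was 1.08e-05). The list of consensus targets behind the paper's counts was not used here.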

In conclusion, re-expression of RB at early stages of the development of pituitary adenoma in mice leads to sustained inhibition of proliferation.

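*Mki67* measured 10.2 ± 1.76 FPM (SD, n = 5) in 12w-res, a log2 fold change of -3.34 against 12w+dox and -3.84 against 6w+dox (standard errors 0.18 and 0.20, adjusted p = 1.37e-08 and 1.74e-08 from limma). The log2 fold changes of *E2f1* were -2.11 and -1.97, those of *E2f8* -3.39 and -3.42, and those of *Rbl1*, which encodes p107, -1.64 and -1.3, with adjusted p of 9.13e-04 or less from limma. Without 6w+dox replicate 3 the *Rbl1* change against 6w+dox was -0.93, under the minimum for a call. *E2f2* (log2 fold changes -0.83 and 0.11), *E2f3* (-0.37 and -0.62) and *Rbl2* (-0.097 and 0.62, with 30.2 FPM in 12w-res replicate 1 beside 36.6 to 38.2 in the other 4 mice) were not called in either comparison. Against 12w+dox, *E2f2* was called without 12w+dox replicate 1 (-1.08), and *E2f2* (-1.47) and *E2f3* (-1.0) were called with totals of recovered reads, which shift all genes downward in 12w-res. The E2f2 log2 fold change, 12w-res against 6w+dox, was -0.22 with these totals and -0.048 without 6w+dox replicate 1. *Ccne2* was lower than at 12w+dox (log2 fold change -2.15, adjusted p = 1.91e-04 from limma). Against 6w+dox its change was under the minimum for a call (-0.97, adjusted p = 0.0471 from limma). In the 12 fits that each left out 1 mouse it lay between -1.28 and -0.64 (the last without 6w+dox replicate 3) and was past an adjusted p of 0.05 in 4, and over the alternatives its adjusted p ranged from 0.0144 to 0.0652.

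These mice had been off dox for 6 weeks, and *Rb* mRNA had returned in each of them.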

## Discussion

Loss of RB function is a frequent event in human cancer. Here we describe the development of a new mouse allele with inducible and reversible RB knock-down. In this model, RB knock-down results in efficient tumor development in the pituitary and thyroid glands, similar to what has been described in *Rb* knockout mice [24,33,36–39]. We investigated the consequences of endogenous RB restoration in these tumors initiated by loss of RB and found that RB depletion is required for their continuous growth.

With the inducible shRNA approach, it was initially unclear whether the extent of RB knock-down would be sufficient to initiate cancer. This has not been an issue for other tumor suppressors using the same approach [29,40] and it is likely that cells with the greatest RB knock-down undergo selection and expansion *in vivo*, thereby leading to cancer development. It remains unknown, however, whether the 70–80% RB knock-down and the inducible shRNA approach will be sufficient to recapitulate the developmental phenotypes observed in *Rb* knockout embryos and newborn mice [32,33,41,42]. We did not investigate in detail other phenotypes previously described in RB deficient adult mice, such as liver steatosis or adrenal gland tumors [37], but the time frame of death from pituitary tumor development in sh*Rb* mice when dox treatment is started in young adults is strikingly similar to what has been observed upon *Rb* deletion specifically in the pituitary gland at early stages of development [43], indicating that the inducible knock-down approach is highly effective. We note that in our mouse model only one shRNA sequence was used to knock-down RB. Because sh*Rb* mice treated with dox did not display any novel phenotypes compared to *Rb* knockout mice, possible off-target effects of our chosen shRNA molecule may be minimal, but possible off-target effects cannot be excluded and may become more evident in other settings. Overall, our observations indicate that sh*Rb* mice provide a reliable system to investigate RB loss of function *in vivo*. RB has been associated with the regulation of cell plasticity and cell fate decisions in several contexts [18,44–46]. Future experiments with tissue-specific promoters to express rtTA as well as combination of alleles in other genes will help investigate specific mechanisms of action of RB in different contexts in mice, during developmental programs and in various cancer types.

A major advantage of the inducible shRNA platform is the possibility to turn expression of a gene off and on at will with doxycycline. The stability of the targeted protein, doxycycline penetration in tissues and its clearance rates (for example in the brain [47]), and whether cells divide or not may be contributing factors to the efficiency and the kinetics of the knock-down and re-expression. Comparing various inducible shRNA models may help identify key elements to improve this approach in mice. Knock-down of the tumor suppressor APC in the intestine resulted in strong phenotypes that could be rapidly reversed upon removal of dox for 4 days; similarly, APC restoration can drive the regression of intestinal adenoma within a few weeks [48]. The time scale for detectable re-expression of RB in our model was 2–3 weeks, while GFP expression disappeared already after a few days. We speculate that the long-term *in vivo* knockdown leads to a positive feedback loop, inducing repressing factors on the *Rb* locus itself or regulation of factors needed for efficient expression of RB. These circumstances may first need to be overcome before we can observe efficient induction of RB. The kinetics we observed are amenable to cancer studies *in vivo* but may be too slow for studies focusing on more acute phenotypes. In that case, the generation of mice in which RB is fused to specific degrons [49,50] may be needed.

Human pituitary tumors often have alterations in the RB pathway [51–53] and pituitary tumors in *shRb* mice may provide a relevant model for this human cancer. When we investigated the consequences of RB restoration in pituitary tumors initiated by loss of RB, we found that this restoration led to long-term cell cycle arrest. In contrast, in other studies, re-expression of RB in lung tumors driven by oncogenic K-Ras only led to a transient cell cycle arrest because of Cdk2 activation downstream of K-Ras signaling leading to RB hyperphosphorylation [18]. These observations suggest that pituitary cancer cells do not naturally evolve to acquire high CDK2 activity (or other compensatory activity) during tumor progression. These observations also raise the question of when RB activation will be sufficient to stop the proliferation of cancer cells, including in the context of RB wild-type tumors treated with CDK4/6 inhibitors. It is likely that, similar to K-Ras, activation of oncogenes will activate CDK4/6 and/or CDK2 via several mechanisms, suggesting that a combination of inhibitors targeting these signaling pathways may be required for efficient cell cycle arrest [54,55]. RB may play different tumor suppressor roles in different cancer types, and sh*Rb* mice will be useful in the future to examine in more detail the molecular consequences of RB inactivation and re-activation in cells in multiple contexts *in vivo*.

## Methods

### Ethics statement

Mice were maintained according to practices prescribed by the NIH at Stanford’s Research Animal Facility (protocol #31808). Additional accreditation of Stanford animal research facilities was provided by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC).

### Cell culture

NIH3T3 and C2C12 cells were grown in DMEM high glucose supplemented with 10% bovine growth serum and penicillin-streptomycin-glutamine. KH2 mouse embryonic stem cells (mESCs) were grown on a feeder layer (irradiated DR4 MEFs) in Knockout DMEM supplemented with 15% fetal bovine serum (Hyclone, SH30070.03E), penicillin-streptomycin-glutamine, 10 μM ß-Mercaptoethanol, and leukemia inhibitory factor (LIF).

For karyotyping, mESCs were cultured in presence of 0.6 μg/mL colcemid (Gibco) for one hour. Cells were then harvested and resuspended in 0.075 M KCl and after 15 minutes they were fixed with a mix of methanol and acetic acid (3:1). Metaphase spreads were prepared by dropping the fixed cells onto glass slides. Glass slides were baked at 90°C and subsequently stained with Giemsa (Thermo Fisher) after incubation in 0.05% Trypsin and 0.72% NaCl.

### Generation of an inducible sh*Rb* expressing mouse line

Several shRNAs were tested for efficiency as described [27]. The target sequences for the shRNA molecules are shown in (**S1 Table**). 

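S1 Table lists 13 target sites in *Rb*, of 21 nucleotides each. The mice carry shRb5, whose target site is GAGGAGTTTGATTCCATTATA. A match of the sites to the GENCODE vM21 transcripts of GRCm38 places this site on chromosome 14 from 73206076 to 73206096, on the minus strand like the gene. It lies in exon 22 of the 27 exons of *Rb1*, in the coding sequence, at positions 2399 to 2419 of the 4656-nucleotide transcript, whose coding sequence runs from 182 to 2944. The gene spans 73183673 to 73325822 in this annotation. The transcript reads AACGTGTTTTGATCAGAGAA before the site and GTATTCTATAACTCCGTTTT after it. In 141767 transcripts, 0 genes besides *Rb1* had a site with up to 2 mismatches to shRb5. This search covers matches to the whole site and not shorter ones, so it does not exclude off-target effects, which the paper also leaves open.

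Of the 13 *Rb* sites, 8 lie in the coding sequence and 4 in the 3′ UTR (shRb1, shRb3, shRb12 and shRb13). The site of shRb8 differs from its closest match in this transcript by 1 mismatch. The reads cannot show the shRNA itself.

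**Figure D7:**
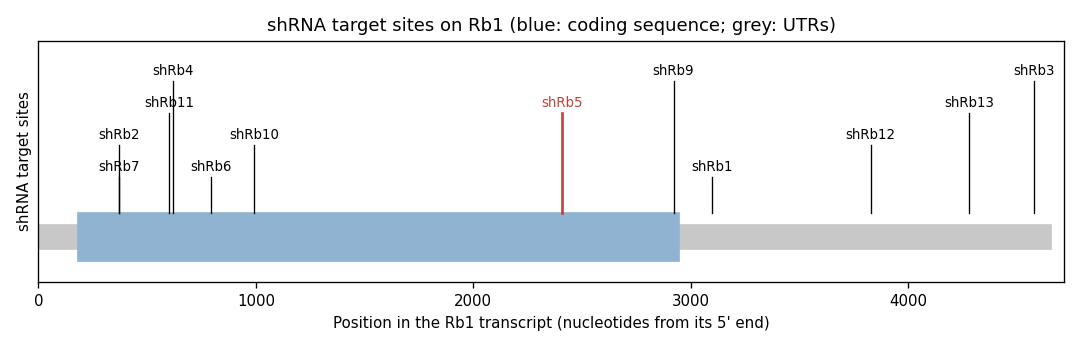
Target sites of the 12 *Rb* shRNAs that match the *Rb1* transcript, drawn to scale by position in nucleotides from its 5′ end, with the coding sequence in blue, the UTRs in grey and shRb5 in red. The shRb5 site at 2399 to 2419 lies in the 3′ part of the coding sequence.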

Briefly, shRNAs were cloned into pLMP and C2C12 or NIH3T3 cells were tested for RB knockdown efficiency by immunoblot (C2C12) and RT-qPCR (NIH3T3). For targeting KH2 mESCs, shRNAs were cloned into cTGM as described in [27], but with replacement of the miR30 backbone with miR-E backbone as described in [28]. To introduce the inducible shRNA cassette into KH2 mESCs, KH2 cells were transfected with pCAGs-FlpE and cTGM with inserted shRNA sequence using Lipofectamine 2000 (Thermo Fisher) according to suppliers’ protocol. Injection of ES cells in blastocysts and embryo transfer were performed by the Transgenic Knockout and Tumor Model Service (TKTC) center at Stanford.

### Animal studies

Doxycycline (dox) treatment (2 mg/mL + 0.7% sucrose, Sigma) was administered through the drinking water supply (Innovive) using brown shaded bottles to avoid degradation by light. Bottles were refilled weekly with a new solution and used bottles were swapped out every 4 weeks to avoid bacterial growth. Sucrose was not added to the water supply of control mice or for RB re-introduction experiments (no dox).

Genotyping was performed by polymerase chain reaction (PCR) and agarose gel (1%) analysis of DNA extracted from tail tissue (Bimake Mouse Direct PCR Kit) for *Col1A1* and *Rosa26* (**S6 Table**).

Mouse weights were measured with a digital scale post euthanasia in a carbon dioxide gas chamber.

### Immunoblotting

Immunoblot analysis of C2C12 cells was performed with the Rb4.1 antibody (Developmental Studies Hybridoma Bank). For immunoblot analysis on liver extracts, liver tissues were harvested and a 2-step collagenase perfusion was performed to isolate hepatocytes (Gibco). Hepatocyte pellets were lysed with RIPA buffer and sonicated to produce total protein extract. Protein concentrations were determined with Pierce BCA Protein Assay Kit (ThermoFisher) using the provided protocol. Samples were then diluted to a final concentration of 40 mg/mL, and 20 μL were loaded into each well of an 8% SDS-PAGE gel with subsequent electrophoresis. The antibodies used were RB (Abcam ab181616, 1:1000) and Actin (Sigma A2066, 1:2000).

### Immunostaining

Pituitary tissues were harvested and fixed in 4% formaldehyde solution for 24 hours and then stored in 70% ethanol. Samples were sent to Stanford University Histology Services Center to be processed for paraffin embedding and sectioning. Initial sections were stained with hematoxylin and eosin (H&E) performed by the Histology Services Center. Subsequent sections were deparaffinized with Histo-Clear (National Diagnostics), serial ethanol dilutions (2x: 100%, 95%, 70%), and distilled water rinses. For Ki-67, PH3, GFP, CD45, and CC3 (cleaved caspase 3) staining, antigen retrieval was performed in a citric acid based unmasking solution (Vector Laboratories H-3300) by heating samples in a microwave for 2 minutes at full power until boiling and then 12 minutes at 30% power. Antigen retrieval for RB staining was carried out by placing samples for 25 minutes in a 1mM EDTA (pH 8.0) buffer bath kept at 100°C using a vegetable steamer.

The ImmPRESS Excel Amplified Polymer Staining Kit, Anti-Rabbit IgG, Peroxidase (MP-7601) was used following the manufacture’s protocol. Washes were performed with 1X phosphate buffer solution (PBS) + 0.1% Tween 20 solution. Samples were incubated with primary antibodies for at least 12 hours overnight at 4°C. The following primary antibodies were used and diluted in PBS with 2.5% normal horse serum: Ki67 (Invitrogen SP6, 1:750), PH3 (Cell Signaling #9701, 1:770), RB (Abcam ab181616, 1:1500), CC3 (Cell Signaling #9664S, 1:2000), CD45 (Cell Signaling #70257S, 1:200), GFP (Invitrogen #A-11122, 1:200). Samples were incubated for 1–2 minutes with the provided DAB solution to develop optimal detection intensity, then counterstained with hematoxylin for 15 seconds, dehydrated with serial ethanol dilutions and xylene for 5 minutes each, and mounted with glass coverslips.

Images of samples were taken using a digital microscope (Keyence, BZ-X710). Quantification of Ki67 and CD45 immunostaining was performed using QuPath [56]. Region of interests (ROI) were free drawn to include 2000–3000 cells in 20x magnification images and parameters were set to detect OD max of cells with single thresholds. Each sample was then evaluated by eye and confirmed that the detection run was sufficient before accepting the given positive %. Thresholds were changed to multiple as needed for samples where background staining was too dark, and only positive detections of the highest threshold was used in calculations for these specific samples.

Quantification of cell size and necrosis was also performed on QuPath on images of samples. Cell detection of ROIs generated a histogram of cell area and distribution in samples, which was used to calculate the mean of cell sizes for each section. The wand tool was used to determine the entire area of the tumor, then regions of necrosis were drawn with the wand tool and these areas were totaled up and divided by tumor area to calculate a percentage of necrosis.

### RNA extraction, cDNA synthesis, and RT-qPCR analyses

Liver and pituitary tissues were collected at determined time points of treatment and immediately snap frozen in dry ice and stored at -80°C until further processing. RNA was extracted using Qiagen RNeasy Plus Mini Kit according to the manufacturer’s protocol. 1μg of extracted RNA was used as starting material for cDNA synthesis using ProtoScript First Strand cDNA Synthesis Kit (E6300S) and the provided randomized primer mix and quick protocol. The cDNA product was then diluted 1:20 with water and used for RT-qPCR using Bio-Rad iTaq Universal SYBR Green Supermix on a Bio-Rad CFX384 Real-Time PCR Detection System (for primers see **S6 Table**). Data from runs were exported and calculations computed in Microsoft Excel. Samples were run in triplicates and normalized to *Rps13* expression. Mouse primer sequences used were ordered from Elim Biopharmaceuticals Inc.

### RNA sequencing analysis

Pituitaries were snap-frozen in dry ice and stored at -80°C. RNA isolation, mRNA library preparation and sequencing on a NovaSeq6000 in a paired-end 150bp run were performed by Novogene Co., Ltd. Obtained reads were mapped to mouse reference genome mm10 with STAR2.5.1b using default settings. Genes from the Refseq database that have at least 10 reads in more than 50% of all samples of one condition, were used for further analysis. Differentially expressed (DE) genes were obtained using DEseq2 (p.adj.<0.05, absolute log2FC>1) [57]. Enriched MSigDB hallmarks were determined using EnrichR [58] and enriched GO terms obtained using GOrilla [59]. REVIGO [60] was used to visualize GO terms. The Gene Expression Omnibus accession number for the RNA-seq data reported in this paper is GSE173749.

### Statistical analyses

Statistical significance was assayed with GraphPad Prism software. The specific tests used are indicated in the figure legends.

## Supporting information

S1 Fig Characterization of mouse embryonic stem cell clones with inducible RB knock-down. **A.** Immunoblot analysis on protein extracts from mouse C2C12 cells stably expressing different shRNA against *Rb*. Tubulin serves as a loading control. *, non-specific band. **B.** RT-qPCR on RNA isolated from mouse NIH3T3 cells stably expressing different shRNAs against *Rb*. Expression is normalized to a control shRNA against Renilla luciferase (Ren). **C.** RT-qPCR analysis of Rb levels in different mouse embryonic stem cells (mESC) clones with inducible sh*R*b5 treated with doxycycline (dox) normalized against untreated controls. **D.** Representative images of the different mESC clones with inducible sh*Rb*5 under dox treatment. * marks clones that were euploid by karyotyping. Scale bar, 100μm. Note the induction of GFP as visualized by fluorescence. Clone sh*Rb*5-4 was selected for the generation of mice.
(TIF) Click here for additional data file.

S2 Fig GFP and RB expression in different tissues of sh*Rb* mice with or without doxycycline. **A.** Mice were analyzed after 10 days of doxycycline (dox) treatment and GFP expression was detected by fluorescence. Representative brightfield (BF) and fluorescence (GFP) images are shown for two sh*Rb* mice +dox. An sh*Rb* mouse without dox treatment (-dox) was used as a control. White arrows point to the pituitary gland. Scale bar, 4mm. **B.** Mice were analyzed after 21 days +dox and GFP expression was detected by fluorescence. Representative images are shown for liver, lung, brain and tail tissue. Scale bar, 4mm. **C,D.** Representative images of immunohistochemistry analysis for GFP in the retina (C) and RB in the liver liver (D) on sections from mice treated for 21 days +dox compared to no treatment. Scale bar, 100μm.
(TIF) Click here for additional data file.

S3 Fig Comparison of survival and body weight upon RB knock-down separated by sex. **A and B.** Survival curves of males (A) and females (B) with *Rb* knock-down (doxycycline treatment, dox) and in control mice. Significance was calculated using a Log-rank (Mantel-cox) test. **C and D.** Weight of males (C) and females (D) at different time points (12/13, 15/16, and 18/19 weeks) after *Rb* knock-down and in control untreated mice (one-way ANOVA against control: **, p<0.01; ***, p<0.01; ****, p<0.0001).
(TIF) Click here for additional data file.

S4 Fig Representative images of various phenotypes observed in sh*Rb* mice. **A.** Images depicting kyphosis, alopecia, and greying of fur on belly of *shRb* mice treated with doxycycline (dox) for 18–19 weeks compared to control untreated mice. **B.** Representative images of eyes in dox treated sh*Rb* mice and control mice and H&E (hematoxylin and eosin) staining of eyes from 18w dox treated sh*Rb* mice and control mice. Note the intact retina and the lens defects. Scale bar, 100μm. **C.** Representative images (H&E staining) of small intestine H&E staining from 18w dox treated sh*Rb* mice. No gross pathological defects were observed. Scale bar, 100μm.
(TIF) Click here for additional data file.

S5 Fig Development of thyroid tumors in sh*Rb* mice. Representative images from H&E (hematoxylin and eosin) stained sections from thyroid glands in control and dox-treated sh*Rb* mice (19 weeks). Scale bar, 100μm.
(TIF) Click here for additional data file.

S6 Fig Expression of Rb pathway related genes upon RB reintroduction. RT-qPCR analysis 2 weeks after RB reintroduction normalized to *Rps13*. *Rbl1* and *Rbl2* code for the RB family members p107 and p130, respectively. *E2f1/2/3* code for activating E2Fs. Data were analyzed using a two-tailed students t-test; *, p<0.05; **, p<0.01; ***, p<0.001.
(TIF) Click here for additional data file.

S7 Fig RB expression and proliferation in pituitary glands of sh*Rb* mice after 6 weeks on doxycycline. Immunostaining for RB, Ki67, and phospho-histone 3 (PH3) on sections from the pituitary glands of a control mouse (n = 1) and an sh*Rb* mouse after 6 weeks of doxycycline (dox) treatment (representative of n = 4 mice). Scale bars, 50μm (RB) and 100μm (Ki67 & PH3).
(TIF) Click here for additional data file.

S8 Fig Phenotypes of sh*Rb* mice upon RB re-expression. **A.** Representative images of sh*Rb* mice after 6 weeks of doxycycline (6w +dox) treatment and then continued dox treatment or dox removal. **B.** Representative images of the internal abdominal cavity in mice as in (A). **C.** Representative images of eyes in different dox treatment groups. **D.** Representative images of IHC H&E sections of eyes in different dox treatment groups. Scale bar, 400μm.
(TIF) Click here for additional data file.

S9 Fig Comparison of weights of sh*Rb* mice in early- and long-term RB reintroduction cohorts separated by sex. **A and B.** Weight of males (A) and females (B) at different time points after *Rb* knock-down (with doxycycline, dox) or re-expression (w, weeks) (one-way ANOVA: *, p<0.05). nd, not determined (no female mice at this time point).
(TIF) Click here for additional data file.

S10 Fig Characterization of tumor size, cell size, and necrosis in pituitary tumors after long-term sustained RB re-expression. **A.** Weights of 18w-res pituitary tumors compared to control pituitary glands and 18/19w RB KD tumors (one-way ANOVA analysis: *, p<0.05; **, p<0.01; ****, p<0.0001). **B.** Representative cell area histograms obtained from Qupath cell detection analysis in computing cell size of 12w+dox (12 weeks on doxycycline) and 12w-res (6 weeks on doxycycline and 6 weeks off) tumor sections. **C.** Cell size averages (arbitrary units) of tumor sections obtained from histogram analysis in (B) (unpaired t test; *, p<0.05; **, p<0.01). **D.** Representative images of Hematoxylin-stained sections used to mark areas of necrosis in tumors using the Qupath wand tool. Scale bar, 100μm. **E.** Computed % area of necrosis in tumor samples from (D) in 12w+dox and 12-res sections (unpaired t test).
(TIF) Click here for additional data file.

S11 Fig RNA sequencing of pituitary lesions in sh*Rb* mice with 6 weeks and 12 weeks dox treatment. **A.** Heatmap of differentially-expressed (DE) genes by RNA-seq analysis (DEseq2: log2FC >1; p.adj.<0.05) in pituitary lesions from sh*Rb* mice after 6 weeks or 12 weeks in doxycycline (dox) treatment. **B.** MSigDB Hallmark 2020 enrichment of downregulated genes during tumor progression from the RNA-seq as in (A). Shown are Hallmarks with p.adj.<0.05, analyzed with Enrichr (Kuleshov *et al*. [58]). Upregulated genes are not enriched for any of the Hallmark datasets. **C.** Summary of enriched GO Processes in downregulated genes during tumor progression from the RNA-seq as in (A), using Revigo (Supek *et al*. [60]). Upregulated genes were only enriched for transmembrane transport.
(TIF) Click here for additional data file.

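Genes higher at 12w+dox than at 6w+dox were compared with the 5 gene lists held here in place of the hallmark sets. The 483 genes held 1 gene of each list, *Ccne2* of the cell cycle list (3.00 expected), *Irf8* of the interferon list (1.42), *Itgb8* of the inflammatory list (0.883), *Eda2r* of the p53 list (0.946) and *Fn1* of the extracellular matrix list (1.26). The adjusted p was 1 for each list (Fisher's exact test). Without 12w+dox replicate 3 the log2 fold changes of *Irf8* and *Eda2r* were 0.84 and 0.98, under the minimum for a call.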

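Among Reactome sets, the 155 of these higher genes found in any set were enriched in 1 of 859 sets, amine ligand-binding receptors, with 5 of 14 genes (0.434 expected, adjusted p = 0.0368, Fisher's exact test). Transmembrane transport of small molecules came next with 25 of 394 genes (12.2 expected, adjusted p = 0.168 by the same exact test), which was not past the threshold.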

S12 Fig CD45 staining in pituitary tumors upon long-term RB reintroduction. **A.** Representative images of CD45 staining on sections from different treatment groups. Scale bar, 100μm. **B.** Quantification of % positive CD45 cells on samples of groups obtained in (A) (unpaired t-test was performed, no significance noted).
(TIF) Click here for additional data file.

S13 Fig Expression of p53 target genes upon long-term RB re-introduction. **A.** Immunostaining for the apoptosis marker cleaved caspase 3 (CC3) on two 12w-res tumor sections (counterstained with hematoxylin). Scale bar, 100μm. **B,C.** *Trp53* (B) and *Cdkn1a* (C) expression levels from RNA-seq data (****; DEseq2: padj<0.0001, log2FC>|1|). **D.** Heatmap of RNA-seq results from differentially expressed consensus p53 targets as defined by Fischer et al. (2017) [61]. **E.** List of differentially-expressed genes from Heatmap in (D).
(TIF) Click here for additional data file.

S1 Table shRNA target sites for RB knock-down in mouse cells. (XLSX) Click here for additional data file.

S2 Table Phenotypes observed in sh*Rb* mice at different time points of constant dox treatment (XLSX) Click here for additional data file.

S3 Table Comparison of phenotypes in *Rb* knockout mice and sh*Rb* mice. (XLSX) Click here for additional data file.

S4 Table RNA sequencing of pituitaries from 6-weeks dox-treated sh*Rb* mice (E16,17, 18), 12-weeks dox-treated sh*Rb* mice (E1,E2, E4, E5) and 6-weeks dox plus 6-weeks no dox sh*Rb* mice (E8,E9, E11, E12, E13) (XLSX) Click here for additional data file.

S5 Table GO Terms of Biological Processes of Top 100 genes driving PC1 or PC2. (XLSX) Click here for additional data file.

S6 Table Primers for genotyping and RT-qPCR (XLSX) Click here for additional data file.

S1 Source Data All raw data for all panels with graphs are compiled into one document. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

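RNA-seq of pituitaries and pituitary tumors of sh*Rb* mice was analysed from the tables that the authors deposited. The long-term experiment held 12 mice (3 at 6w+dox, 4 at 12w+dox and 5 in 12w-res), and the short-term experiment held 13 (3 at 16w +dox, 4 at 1d -dox, 3 at 3d -dox and 3 at 5d -dox). Each sample was assigned to its condition, replicate number and sex from the sample labels and the paper, and 0 per-sample columns of the tables were left unused.

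The authors mapped the reads to mm10 with STAR at default settings, counted them on RefSeq genes, left out genes with few reads and deposited, for each gene and mouse, a signal that is already scaled by DESeq2 size factors (FPM). The paper's text does not name the counting tool or say whether strand was used. These values are not raw counts. In both tables 100% of the values were whole multiples of the value of 1 read in their library, within 0.1 of a read, so whole reads were recovered. The short-term table has 4 lines that name no gene. They held a median of 37.0% (unmapped), 26.7% (no feature), 6.90% (multimapping) and 0.223% (ambiguous) of a library, and they stayed out of depths and tests. The long-term table has 2 lines without a name, which were left out. Of the gene names, 14634 of 15315 in the long-term table and 13474 of 14007 in the short-term table matched the RefSeq table of GRCm38.p6, which was used for names and coordinates. GC content and length came from the longest GENCODE vM21 transcript of each gene. For the 1260 genes of S4 Table held here, DESeq2 on the recovered reads gave the paper's log2 fold changes to within 1.83e-05.

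The design had been written for raw counts and named edgeR's quasi-likelihood test with TMM scaling as the main test. Because the deposited values are scaled, the main test became limma 3.58.1 (R 4.3.3) on log2(FPM + 0.5) with a trended prior variance and Benjamini-Hochberg adjustment, with all groups of one library preparation in one fit. Tests on the recovered reads with edgeR 4.0.16 and DESeq2 1.42.0 were alternatives. Genes needed at least 10 recovered reads in more than 50% of the samples of one condition. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Fold changes against a group with at most 3 reads in each library are given as bounds. Each test was also tested on simulated reads with 200 changed genes, of which edgeR recovered 199 in the long-term design and 198 in the short-term design, and DESeq2 recovered 200 and 199. These changes were all well over the minimum for a call and spared the least expressed genes, so smaller changes were not covered.

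Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists and comparisons of each experiment, and again with limma's fry and with camera at an estimated correlation. The cell cycle list holds the S and G2/M phase genes of Seurat. The interferon, inflammatory, p53 target, extracellular matrix and cell type marker lists were written by hand. These lists, the conditions, the comparisons with the dox-treated groups, the rule for named genes and the alternatives, apart from 5 that are named as later, were fixed before the data were examined, while a list of 12 immediate-early genes, the comparisons with Reactome sets and the simulated overlap at an equal number of genes were added after. Reactome sets of 10 to 500 genes came with fgsea 1.28.0, with the tested genes found in any set as background. For each principal component the 100 genes of largest weight were tested for enrichment.

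The text names *Rb1*, *Gfp* and the genes that the paper names from its RNA-seq, the genes of a list where its result is explained, hormone and sex-label genes, and per comparison the 3 genes with the largest fitted change in each direction among those called with groups that did not overlap. Other genes named were chosen after their values were seen.

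The alternatives were DESeq2, RLE size factors in edgeR, totals of recovered reads, a minimum of 10 reads in every sample, no filter, only the groups compared, the replicate number as a block, sex as a covariate, no minimum fold change, genes without a sex difference, comparisons within one sex, other gene set tests, other settings of the principal components, and each mouse left out in turn. Totals of recovered reads and TMM scaling kept the overall level of the FPM, so that 0.5 weighs the same under each scaling. Pseudocounts of 0.1 and 1, TMM scaling, edgeR's quasi-likelihood test and totals of recovered reads for the principal components were added as alternatives after seeing the data. Of these, edgeR's test with TMM scaling had been the main test planned for raw counts, and limma replaced it once the scaled values were seen. The labels give no sequencing batch or date. Depth limits genes with few reads most, and the replicate pairs of both experiments differed by more than counting error. The hallmark sets and the consensus p53 target list of the paper were not used here. The results of some genes, gene sets and sequences are not reported here.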

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

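The test of sex over all genes at 1d and 5d -dox was written first, and the other tests of this part, the counts of splits included, were chosen after the results were seen.

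In 1 of the 4 mice at 1d -dox, replicate 2, GFP was far below the others (310.0 FPM beside 670.4 to 741.0), and its gap to the nearest mouse was 0.885 of the group's range on the log2 scale. Relative to totals of recovered reads, GFP of this mouse was still 41.8% of the mean of the other 3 mice, which argues against the authors' scaling. Of 41 genes called between 3d -dox and the other 1d -dox mice, 5 lay nearer to 3d -dox in this mouse, which argues against a mislabelled sample of 3d -dox. Rb1 was 3.76 FPM in this mouse, beside 3.84 to 6.03. A faster loss of the reporter in this mouse stays open as an untested hypothesis. *Cdk1* of 1d -dox replicate 4 also stood apart (log2 value 3.01 beside 3.44 in the nearest mouse, a gap of 0.884 of the range), as did *Rbl2* of 12w-res replicate 1 (log2 value 4.94 beside 5.21 in the nearest mouse, a gap of 0.820 of the range), and no explanation was tested for either. These were 3 of 69 groups of values examined, where chance alone gives 3.45.

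*Gfp* fell between the rescue time points. Its log2 fold change was -2.30 from 1d to 3d -dox (GFP standard error 0.29, adjusted p = 0.00262 from limma) and -3.29 from 3d to 5d -dox (standard error 0.31, adjusted p = 2.67e-04 from limma). With each mouse left out in turn GFP stayed between -2.60 and -2.04, and between -3.55 and -3.01. Each of these steps compares mice of different sex. Between 5d and 1d -dox, where all mice are female, the log2 fold change of GFP was -5.59, so sex alone does not give the fall.

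The number of called genes differed between pairs of time points, with 81 genes between 3d and 1d -dox, 153 between 5d and 3d -dox and 2 between 5d and 1d -dox (*Gfp* and 9630028I04Rik, with 883 genes at an unadjusted p under 0.05). The first and second pairs compare males with females, and the last compares females. These 3 counts were not repeated without single mice. From 1d to 3d -dox the largest increases were those of *Fshb* (log2 fold change 5.17), *Lhb* (4.48) and *Tgfbr3l* (3.68), and after *Gfp* the largest decreases were those of *Snord8* (-1.29) and *Vgll3* (-1.18). From 3d to 5d -dox *Fshb* (-4.93), *Lhb* (-4.56) and *Gnrhr* (-3.38) fell most, and *Nptxr* (1.77), *Crisp1* (1.66) and *Cdh13* (1.62) rose most. These genes were past an adjusted p of 0.05 from limma in 13 of 13 fits that each left out a mouse, apart from *Vgll3* (11), *Gnrhr* and *Nptxr* (10 each) and *Cdh13* (8).

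Against 16w +dox, called genes outside those that the paper shows numbered 6 at 1d -dox, 17 at 3d -dox and 26 at 5d -dox. These numbers rested on single mice. Without 16w +dox replicate 1, 1d -dox replicate 1 or 1d -dox replicate 2 there were 0 higher and 0 lower genes at 1d -dox (1823 genes had an unadjusted p under 0.05 with all mice). Without 16w +dox replicate 3 or 3d -dox replicate 3 there were 0 higher genes at 3d -dox (2323 at an unadjusted p under 0.05 with all mice), and without 3d -dox replicate 2 there were 30. Without 5d -dox replicate 3 there were 1 higher and 1 lower gene at 5d -dox. As large a number of calls came from 1 of 35 splits of the mice at 1d -dox, which argues against a grouping by chance, and from 2 of 10 at 3d -dox and 1 of 10 at 5d -dox, where 10 splits cannot give a share under 0.05. Calls in the same direction shared 3 genes between 1d and 5d -dox. They shared 1 between 3d and 5d -dox and 0 between 1d and 3d -dox. *Lhb* was called at each time point, lower at 1d and 5d -dox and higher at 3d -dox. With as many genes as were called taken by smallest p, 1d and 5d -dox shared 4, where simulated unchanged groups against the same 16w +dox mice shared 1.05 on average and at most 3, and 3d and 5d -dox shared 2, where the simulations shared 1.50 on average and at most 4. The log2 fold changes at 1d and 5d -dox correlated at 0.749 across genes (0.531 in the simulations), those at 1d and 3d -dox at 0.341 (0.534) and those at 3d and 5d -dox at 0.222 (0.503).

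Time off dox and sex of the mice cannot be told apart for the genes called at 1d and 5d -dox as a whole, since each time point holds 1 sex and only 2 genes were called between the female groups. For part of the genes other values bear on sex. *Lhb* and *Tgfbr3l*, with *Fshb*, *Lama1*, *Adcyap1r1* and *Aif1l*, were the 6 genes of both tables that differed between the sexes in the long-term samples. The last 3 were chosen after their values were seen. All 6 were lower in the females at 1d and 5d -dox, the direction that sex would give. All 6 were also higher at 3d -dox, where both groups are male and sex gives no difference. Only the rise of *Lhb* was past the threshold (adjusted p = 0.0476 from limma, and 0.0584 or more for the others). Another influence may thus move these genes together. Sex and such an influence cannot be told apart for their lower values at 1d and 5d -dox. For the other 27 genes called at 1d or 5d -dox, the long-term difference between the sexes, taken in the direction seen at 5d -dox, had a median of -0.12 (quartiles -0.30 and 0.045, 9 genes with the sign of sex), beside a median change of 1.17 at 5d -dox, which argues against sex as it acts in the long-term samples. The sampled tissue is another candidate explanation. All 4 endothelium markers outside the called genes were lower at 1d and 5d -dox (and higher at 3d -dox), so fewer vessel cells in the tissue taken may explain part of these 27 genes, of which 14 were lower. *Cdh5* measured 6.06 FPM at 16w +dox, 2.57 at 1d -dox and 2.35 at 5d -dox.

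At 3d -dox, where both groups are male, *Lhb* was higher (log2 fold change 1.91, adjusted p = 0.0476 from limma), and it was past the threshold in 1 of 13 fits that each left out a mouse (1.49 to 2.41, the lowest without 16w +dox replicate 2). Over the alternatives its adjusted p ranged from 0.0196 (DESeq2) to 0.191 (limma with only the groups compared). Among *Gh*, *Prl* and *Tshb*, 1 rose by more than 2 standard errors (*Tshb*, 1.40, standard error 0.38, adjusted p = 0.111 from limma). More normal pituitary tissue in the sample and a change in gonadotroph genes cannot be told apart with so few markers.

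Of the other genes with the largest changes, *Hs3st6* was at least 11.4-fold higher at 1d -dox, and *Lhb* (log2 fold change -2.57), *Tgfbr3l* (-2.22) and *Shisa9* (-1.16) were lower. *Dclk3* (1.87) and *Sstr1* (1.53) were higher and *Gm3558* (-1.34) and *Klhl40* (-1.30) lower at 3d -dox. *Nptxr* (2.47), *Crisp1* (1.57) and *Mafa* (1.43) were higher and *Lhb* (-2.65) and *Myh11* (-1.60) lower at 5d -dox. With each mouse left out in turn they were past the threshold in 2 (*Tgfbr3l*, *Gm3558*, *Myh11*), 3 (*Shisa9*), 5 (*Mafa*), 6 (*Dclk3*, *Klhl40*), 10 (*Hs3st6*, *Sstr1*, *Nptxr*, *Lhb* at 1d and 5d -dox) or 11 (*Crisp1*) of 13 fits.

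The change from 12w+dox to 12w-res differed between female and male mice for 13 genes of 15315 (interaction in limma, 654 at an unadjusted p under 0.05), with 2 females and 2 males at 12w+dox and 3 females and 2 males in 12w-res. This test was not repeated without single mice. The genes were *Nr4a1*, *Rpl29*, *Fos*, *Egr1*, *Junb*, *Dusp1*, *Btg2*, *Tmem221*, *Kctd12b*, *Lynx1*, *Scoc*, 1700007B14Rik and 4930480K23Rik, named after their values were seen. *Egr1* measured 374 to 461 FPM in the 12w+dox females and 22.1 to 32.2 in the males, and it spread from 186 to 1214 FPM among the 6w+dox mice, which are all female. Of 12 other immediate-early genes, 10 differed in the same direction. An immediate-early gene response before freezing and a sex difference cannot be told apart, since 2 mice of each sex at 12w+dox decide the values and the list was written after the leading genes were seen.

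*Rpl29* was under 10 FPM in 3 of 25 mice, the 12w+dox males (7.42 and 6.39) and 1d -dox replicate 2 (6.60), between 98.0 and 333 FPM in the other long-term mice and between 37.7 and 133 FPM in the other short-term mice. The higher of the low long-term values was 7.57% of the lowest other long-term value at similar depth, which argues against depth. Reads shared with *Rpl29* pseudogenes or a strain variant stay open and were not examined.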

How the results depend on the processing

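The counts of splits in this part and 5 of the alternatives (pseudocounts of 0.1 and 1, TMM scaling, edgeR's quasi-likelihood test and totals of recovered reads for the principal components) were added after the data were seen. Of these, edgeR's test with TMM scaling had been the main test planned for raw counts. Apart from fits without 1 mouse, 444 of the values compared under an alternative kept their direction and their side of the threshold, 59 moved, 2 reversed, 3 became stronger and 11 weaker. For single named genes 939 were the same, 35 weaker, 2 stronger and 1 reversed. DESeq2 gave no adjusted p for *Prl* between the long-term groups, so *Prl* has no DESeq2 value there. For each change below the cause was not tested, except where the alternative tests fewer samples or genes, drops a threshold or shifts all genes.

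Totals of recovered reads in place of the authors' size factors shifted the median of all genes by 0.29 (12w+dox against 6w+dox), -0.61 (12w-res against 12w+dox), -0.33 (12w-res against 6w+dox), 0.14 (3d -dox) and -0.070 (5d -dox). The calls became 1062 higher and 319 lower genes, 245 and 3377, and 501 and 1645, so that the higher share went from 43.8% to 76.9%, from 55.3% to 6.76% and from 49.9% to 23.3%. Shared genes not called between the dox-treated groups became 1020 lower and 143 higher. At 1d -dox 1 gene was higher and 1 lower, at 3d -dox 15 were higher and 3 lower, and the higher share went from 16.7% to 50% and from 61.1% to 83.3%. The Trp53 log2 fold change, 12w+dox against 6w+dox, became -0.35 and was no longer past the threshold, and the Trp53 log2 fold change, 12w-res against 12w+dox, became -0.74 and passed it. The E2f2 log2 fold change, 12w-res against 6w+dox, became -0.22 from 0.11, and the cell cycle list at 5d -dox became -0.035. These 4 moves follow the shift of all genes, and the list stayed above the median of all genes. With totals PC1 held 49.8% and PC2 18.9% of the variance.

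Without a minimum fold change the calls were 1600 higher and 1833 lower (12w+dox against 6w+dox), 2975 and 2807 (12w-res against 12w+dox), 2606 and 2566 (12w-res against 6w+dox), and 1252 lower and 1279 higher shared genes. In the short-term experiment they were 6 and 8 at 1d -dox, 22 and 28 at 3d -dox and 47 and 24 at 5d -dox. DESeq2 called 29 higher and 84 lower genes at 1d -dox, 72 and 32 at 3d -dox and 35 and 105 at 5d -dox, including all 6, 18 and 27 genes that limma called. Its higher share was 25.7% at 1d -dox, 69.2% at 3d -dox and 25% at 5d -dox, beside 44.4% in limma at 5d -dox.

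With at least 10 reads in every sample, 0 genes were higher and 3 lower at 1d -dox. With only the groups compared in the fit, 2 were higher and 1 lower at 1d -dox, 0 and 1 at 3d -dox, and 1 and 4 at 5d -dox, from fewer mice behind the estimate of the spread. Genes without a sex difference in the long-term samples gave 0 higher and 3 lower at 1d -dox and 6 higher at 3d -dox, from fewer genes. In the fit of all 13 mice 1823 genes at 1d -dox and 2323 at 3d -dox had an unadjusted p under 0.05. Within one sex, 3d -dox against 16w +dox gave 0 higher and 1 lower gene, and 5d against 1d -dox gave 1 and 1.

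Of the alternatives added after seeing the data, a pseudocount of 0.1 gave 8 higher genes at 1d -dox, and TMM scaling gave 2 higher and 5 lower (a higher share of 28.6%). A pseudocount of 1 gave 0 higher and 2 lower at 1d -dox, 7 higher at 3d -dox and 9 lower at 5d -dox. edgeR's quasi-likelihood test gave 0 higher at 1d -dox, where 1823 genes had an unadjusted p under 0.05 in limma. Leaving out the filter removed no tested gene from the long-term table and says nothing about its stability.

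Replicate numbers were examined for pairing. Deviations of same-numbered mice correlated over 0.1 in 1 of 10 pairs in the long-term experiment (median -0.044) and 3 of 18 in the short-term experiment (median 0.00283), beside 10 of 37 and 9 of 45 pairs with different numbers, so the mice share only a number. With the replicate number as a block, 5 genes were higher and 3 lower at 1d -dox, 0 higher and 1 lower at 3d -dox (where 2323 genes had an unadjusted p under 0.05 without the block), and 7 lower at 5d -dox. The long-term numbers of calls moved by less than 1.5 times under the block.

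Sex as a covariate reversed the cell cycle list from 6w+dox to 12w+dox (-0.019). With fry in place of camera, the p53 list passed the threshold at -0.21 and -0.080, and the cell cycle list at 1d and 3d -dox (0.21 and 0.12) did not. With an estimated correlation the threshold was lost for the interferon list (-0.64 and -0.81), the inflammatory list (0.68 and 0.40), the extracellular matrix list (1.66 and 1.42) and the cell cycle list at 1d and 3d -dox (0.21 and 0.12). The cell cycle list in 12w-res stayed past it in each of these tests. Without scaling genes, PC1 held 44.8% and PC2 22.0%, and with the 500 genes of largest variance 64.1% and 17.0%.

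With each mouse left out in turn, higher genes from 6w+dox to 12w+dox ranged from 374 (without 6w+dox replicate 1) to 805 (without 6w+dox replicate 3). The cell cycle list median log2 fold change, 12w+dox against 6w+dox, ranged from -0.10 (without 6w+dox replicate 3) to 0.083 (without 6w+dox replicate 1), and it was also below 0 without 12w+dox replicate 2 (-0.030), replicate 3 (-0.0084) and replicate 4 (-0.0014). That of the list at 3d -dox ranged from 0.0089 (without 16w +dox replicate 2) to 0.20 (without 16w +dox replicate 1), and at 5d -dox it ranged from -0.059 to 0.12 without the same 2 mice. PC1 ranged from 30.3% (without 12w-res replicate 4) to 35.7% (without 6w+dox replicate 1) and PC2 from 19.8% (without 6w+dox replicate 1) to 27.5% (without 6w+dox replicate 3). Higher genes at 1d -dox ranged from 0 (without 16w +dox replicate 1, 1d -dox replicate 1 or 1d -dox replicate 2) to 7 (without 16w +dox replicate 3), and lower genes from 0 (without the same mice as for the higher ones) to 6 (without 1d -dox replicate 3 or 3d -dox replicate 2). At 3d -dox the higher genes ranged from 0 (without 16w +dox replicate 3 or 3d -dox replicate 3) to 30 (without 3d -dox replicate 2) and the lower ones from 1 (without 16w +dox replicate 1, 3d -dox replicate 1 or 5d -dox replicate 1) to 9 (without 3d -dox replicate 2). Without 5d -dox replicate 3 there were 1 higher and 1 lower gene at 5d -dox, and at most there were 17 higher (without 16w +dox replicate 3) and 19 lower (without 3d -dox replicate 2). With all mice, 1823 and 2323 genes had an unadjusted p under 0.05 at 1d and 3d -dox.

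The Rb1 log2 fold change, 1d -dox against 16w +dox, ranged from -0.071 (without 1d -dox replicate 3) to 0.17 (without 16w +dox replicate 1), and was also below 0 without 16w +dox replicate 2 (-0.046). The Ccne2 log2 fold change, 3d -dox against 16w +dox, ranged from -0.16 to 0.17 (without 16w +dox replicates 2 and 1) and was -0.026 without 3d -dox replicate 1. The Pcna log2 fold change, 3d -dox against 16w +dox, ranged from -0.12 to 0.084 (without the same mice) and was -0.068 without 3d -dox replicate 3. The Cdk1 log2 fold change, 3d -dox against 16w +dox, ranged from -0.016 (without 3d -dox replicate 3) to 0.30 (without 16w +dox replicate 1). The E2f2 log2 fold change, 12w-res against 6w+dox, ranged from -0.048 (without 6w+dox replicate 1) to 0.28 (without 6w+dox replicate 2). Of the fits of single genes without 1 mouse, 935 were the same, 107 weaker, 6 reversed and 1 stronger.

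Other splits of the samples gave as many called genes in 1 of 35 splits (12w+dox against 6w+dox), 1 of 100 (12w-res against 12w+dox) and 1 of 56 (12w-res against 6w+dox), the real split included. Shared lower and shared higher genes were as many in 1 of 100 each. A cell cycle median as large came from 31 of 35, 1 of 100 and 1 of 56 splits, and in the short-term experiment from 8 of 35 at 1d -dox, 5 of 10 at 3d -dox and 9 of 10 at 5d -dox, where 10 splits cannot give a share under 0.05. Against 12w+dox, the interferon, inflammatory, p53 and extracellular matrix medians were reached in 1 of 100 splits each. Against 6w+dox they were reached in 1, 7, 6 and 1 of 56.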

Differences from the paper's values

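The comparisons with Reactome sets in this part were not among the tests set before the data were examined. No main value differed from the paper's by more than 1.5 times, or in the sign of a log2 fold change, or beyond the error. From 6w+dox to 12w+dox limma called 483 higher and 619 lower genes, where the paper's values are 604 and 848. DESeq2 on the recovered reads, an alternative set before the data were examined and the test that the paper's methods name, gave 604 and 848. The paper's *Rb* increase is 5.7-fold, beside 5.26-fold in limma and 5.67-fold in DESeq2. Shared genes not called between the dox-treated groups numbered 460 lower and 392 higher. The paper's values are about 560 and about 490 in Fig 5I, read by eye. DESeq2 gave 564 and 494. The variance shares of 31.7% and 24.7% stand beside the paper's about 32% and about 25% in Fig 5H, read by eye. The paper's *Gfp* changes of about -1.0, about -3.4 and about -6.7 in Fig 4B, read by eye, stand beside -1.11, -3.41 and -6.69. The paper's *Rb* changes of about 0.1, about 0.3 and about 0.3 in Fig 4B, read by eye, stand beside 0.069, 0.23 and 0.27 for Rb1.

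Some alternatives did differ from these values of the paper. With totals of recovered reads there were 1062 and 319 genes and 1020 and 143 shared genes, and the *Rb* increase was 3.81-fold, which stayed just within 1.5 times of the paper's. A minimum of 10 reads in every sample gave 385 and 485, and 351 and 305 shared genes. Without a minimum fold change there were 1600 and 1833, and 1252 and 1279 shared genes. Lower genes were 524 with only the groups compared and 515 with a replicate block. PC1 held 64.1% with the 500 genes of largest variance. Within females, GFP at 5d -dox was at -5.59 against 1d -dox, a comparison that starts from another group than the paper's.

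Several statements of the paper on gene sets were not met in the tests run here, which used other gene sets. The paper names apoptosis among the higher genes, and the Reactome set for it was not enriched (adjusted p = 1, Fisher's exact test). For single genes, the paper names *Hes1* and *Notch1* among those higher upon rescue, without naming the group compared. Both were called higher than at 12w+dox, so this was met there. Against 6w+dox neither was called, with *Hes1* at -0.23 (adjusted p = 0.498 from limma) and *Notch1* at 0.45 (adjusted p = 0.187 from limma). Without 6w+dox replicate 3, *Notch1* was at 0.72 against 6w+dox and past an adjusted p of 0.05. The paper names transmembrane transport for genes higher at 12w+dox, and the Reactome set for it was not past the threshold (adjusted p = 0.168, Fisher's exact test). The paper names cell adhesion and migration for progression, and cell-cell communication in Reactome was not enriched among the lower genes (adjusted p = 1, Fisher's exact test).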

Other observations

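The tests of dilution and of leukocytes were written first, and the other tests of this part were chosen after the results were seen.

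From 6w+dox to 12w+dox, all 5 of *Gh*, *Prl*, *Lhb*, *Fshb* and *Tshb*, hormone genes of normal pituitary cells, had lower fitted values, and *Gh*, *Prl* and *Tshb* fell past the threshold. *Lhb* (log2 fold change -2.09, adjusted p = 0.162 from limma) and *Fshb* (-1.47, adjusted p = 0.487) did not. Of 4 melanotroph markers 3 were above 0. The median log2 fold changes were -3.68 for somatotroph, -1.47 for gonadotroph, -1.37 for thyrotroph (members from -2.87 to 0.79) and -2.17 for pituicyte markers, and *Prl*, the only lactotroph marker, was at -4.32. They were -1.67 for corticotroph markers, -0.45 for markers of corticotrophs or melanotrophs, -0.65 for folliculostellate, -0.63 for endothelium, -0.23 for fibroblast or pericyte, -0.20 for leukocyte and -0.15 for macrophage markers, and -0.37 for the 1 erythroid marker with a value. Dilution of normal pituitary cells by tumor cells is a candidate explanation for part of the 1102 called genes, as a hypothesis that could have failed if a hormone gene had risen. A change in those cells themselves stays open.

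The cell cycle list fell in 12w-res. Relative to totals of recovered reads it fell by 2.59 on the log2 scale beyond the median of all genes against 12w+dox, and by 2.49 against 6w+dox, which argues against the share of reads that *Pomc* takes as the whole cause. GC content and length were known for 96.5% of genes and 100% of the list. Removing a trend with them moved the genes by a median of 0.0556, and the list's median was then -2.60 against 12w+dox, which argues against that trend. That RB return lowers these genes is the paper's reading. In the short-term mice the list was not lower after 1, 3 or 5 days off dox (medians 0.21, 0.12 and 0.036). This argues against an effect of dox removal itself within these days. Other differences between 12w-res and dox-treated mice, 6 weeks without dox included, stay untested.

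The extracellular matrix list rose in 12w-res, and its median was 1.69 against 12w+dox after the GC content and length trend was removed, which argues against that trend. A lower share of tumor cells would raise the markers of all other cell types alike. The 4 pituicyte markers had a median of 0.38 (median standard error of the genes 0.29) against 12w+dox and -1.80 (0.32) against 6w+dox, beside 1.62 (0.30) and 1.38 (0.32) for the 7 fibroblast or pericyte markers, which argues against it for both comparisons. Of the 7 fibroblast or pericyte markers 5 are also in the extracellular matrix list, while the 5 endothelium markers are outside it and had medians of 1.42 (0.25) and 0.57 (0.27). More fibroblasts and vessel cells is a candidate explanation. Of 7 such markers outside the list, 6 were higher against both dox-treated groups, and 3 of these (*Pecam1*, *Cdh5* and *Rgs5*) were past an adjusted p of 0.05 from limma against both, while *Pdgfra* was at -0.17 against 6w+dox. *Rgs5* measured 319 ± 34.4 FPM (SD, n = 5) in 12w-res, beside 116 at 12w+dox and 75.1 at 6w+dox, *Col1a1* 260.1 beside 47.6 and 34.7, and *Cdh5* 37.5 beside 13.4 and 19.6. The dox-treated tissue thus expresses these markers too, and higher expression within such cells stays open.

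Leukocyte markers in 12w-res had a median of -0.084 against 12w+dox, over members that went both ways. Apart from *Ptprc*, the members with a value had means from 0.309 FPM (*Nkg7*) to 0.752 FPM (*Cd4*), near the 0.5 added before the log2. The median thus rests mostly on genes with few reads, and more infiltrating leukocytes and no change cannot be told apart from this list. *Ptprc*, which encodes the CD45 that the paper stained, had a mean of 5.51 FPM and was at 0.88 and 0.95 against 12w+dox and 6w+dox (adjusted p = 0.0111 and 0.0138 from limma), while *S100a8*, with a mean of only 0.489 FPM, was at -0.82 against 12w+dox (adjusted p = 0.0471 from limma). The macrophage or microglia markers (means of 2.84 to 36.8 FPM) had a median of 0.69 against 12w+dox and 0.50 against 6w+dox. Of these 8 markers, 8 were above 0 against 12w+dox and 7 of them past an adjusted p of 0.05 from limma (4 without 12w+dox replicate 4), and against 6w+dox 7 were above 0 and 4 past it (3 without 6w+dox replicate 3). With totals of recovered reads all 8 were above the median of all genes in both comparisons, but only 6 were above 0 in each, and 0 and 1 were past an adjusted p of 0.05. Whether more of these cells or higher expression within them raised the markers was not tested.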
